# CNGA3 acts as a cold sensor in hypothalamic neurons

**DOI:** 10.7554/eLife.55370

**Published:** 2020-04-09

**Authors:** Viktor V Feketa, Yury A Nikolaev, Dana K Merriman, Sviatoslav N Bagriantsev, Elena O Gracheva

**Keywords:** hibernation, ion channel, hypothalamus, CNGA3, cold sensitivity, ground squirrel, Mouse, Other

## Abstract

Most mammals maintain their body temperature around 37°C, whereas in hibernators it can approach 0°C without triggering a thermogenic response. The remarkable plasticity of the thermoregulatory system allowed mammals to thrive in variable environmental conditions and occupy a wide range of geographical habitats, but the molecular basis of thermoregulation remains poorly understood. Here we leverage the thermoregulatory differences between mice and hibernating thirteen-lined ground squirrels (*Ictidomys tridecemlineatus*) to investigate the mechanism of cold sensitivity in the preoptic area (POA) of the hypothalamus, a critical thermoregulatory region. We report that, in comparison to squirrels, mice have a larger proportion of cold-sensitive neurons in the POA. We further show that mouse cold-sensitive neurons express the cyclic nucleotide-gated ion channel CNGA3, and that mouse, but not squirrel, CNGA3 is potentiated by cold. Our data reveal CNGA3 as a hypothalamic cold sensor and a molecular marker to interrogate the neuronal circuitry underlying thermoregulation.

## Introduction

The preoptic area of the hypothalamus (POA) is a key thermoregulatory region in the brain of vertebrates. It integrates signals from peripheral thermoreceptors and detects chemical cues produced by infectious agents to orchestrate physiological and behavioural thermoregulatory responses (Angilletta et al., 2019; Madden and Morrison, 2019; Siemens and Kamm, 2018; Tan and Knight, 2018). The POA of various species of mammals also contains neurons that respond to changes in local temperature (Hardy et al., 1964; Hori et al., 1980a; Kelso et al., 1982). Activation of POA neurons by cooling can occur in the absence of synaptic connections and in vitro, suggesting a cell-autonomous mechanism of cold sensitivity (Abe et al., 2003; Hori et al., 1980b). Although the physiological role of cold-sensing neurons remains obscure, they are thought to contribute, together with warm-sensing POA neurons, to the feedback thermoregulatory pathway by directly responding to changes in intracranial temperature (Madden and Morrison, 2019; Siemens and Kamm, 2018; Tan and Knight, 2018). Cold-sensitive POA neurons are found not only in mammals, but also in fish, reptiles and birds, suggesting an ancient origin and evolutionary conservation of this process (Cabanac et al., 1967; Nelson and Prosser, 1981; Simon et al., 1977). Understanding the function of cold-sensitive neurons is hampered by a lack of information about their molecular identity and mechanism of cold detection.

Here, we report that cold-activated mouse POA neurons are marked by the expression of the cyclic nucleotide-gated ion channel CNGA3. The channel is potentiated by cooling when heterologously expressed in various cell types, whereas pharmacological inhibition of CNGA3 suppresses cold sensitivity of POA neurons. In contrast, a CNGA3 orthologue from the POA of hibernating thirteen-lined ground squirrels is cold-insensitive, and squirrels have a smaller proportion of cold-sensitive neurons in the POA compared to mice. The correspondence of cold sensitivity of POA neurons and CNGA3 orthologues between mice and squirrels suggests that CNGA3 acts as a hypothalamic cold sensor with a potential role in thermoregulation.

## Results

### CNGA3 is enriched in cold-sensitive POA neurons in mice

We hypothesized that animal species that exhibit strong differences in their thermoregulatory physiology may give us clues to a possible role of cold-sensing neurons in the POA. To address this, we compared the cold sensitivity of POA neurons from mice with those from thirteen-lined ground squirrels, which in contrast to mice are able to drop their core body temperature close to 0°C during torpor without mounting a thermogenic response (Andrews, 2019). Using ratiometric calcium imaging, we found that 10.0 ± 0.9% of dissociated mouse POA neurons responded to cooling (Figure 1A–C), consistent with previous studies (Abe et al., 2003). In contrast, active squirrels contained a significantly smaller population of cold-activated POA neurons (6.8 ± 0.8%, p<0.05 *vs*. mice, Mann-Whitney test, Figure 1A–C). The difference was specific to cold-sensing neurons because the proportion of warm-sensitive cells was similar in both mouse and squirrel POA (mice: 15.2 ± 3.7%, squirrels: 15.1 ± 3.1%, p>0.05, Mann-Whitney test, Figure 1D and E). These data suggest that a population of mouse POA neurons might possess a cold-sensing mechanism that is absent in squirrel POA.

**Figure 1.**
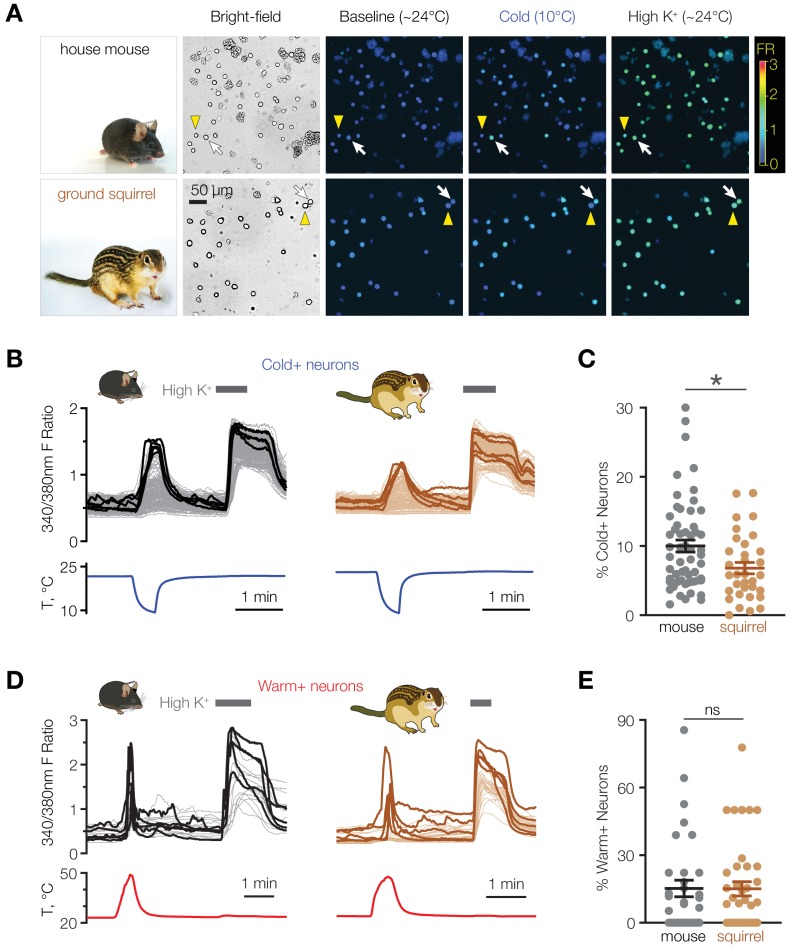
Mice have a higher proportion of cold-sensitive POA neurons than ground squirrels. (**A**) Representative bright-field and ratiometric calcium images of POA neurons from house mouse and thirteen-lined ground squirrel at baseline (~24°C), after cooling to 10°C, and after perfusion with 116 mM [K^+^] (“High K^+^”) demonstrate cold-sensitive (white arrows) and cold-insensitive (yellow arrowheads) POA neurons. Ratiometric images are pseudocolored according to the fluorescence ratio (FR) scale bar. Photos courtesy of the Gracheva laboratory. (**B**) Fluorescent ratio traces in response to a cooling ramp for individual POA neurons from a representative coverslip from mouse (*left panel*, N = 182 neurons) and ground squirrel (*right panel*, N = 129 neurons). POA neurons were harvested and plated on multiple coverslips per animal as shown in Figure 2A. Five neurons with the highest cold response amplitude are highlighted with thick lines. (**C**) Percentage of cold-sensitive (“Cold+”) POA neurons in mice and ground squirrels. *p<0.05, Mann-Whitney test. Each data point represents one coverslip. The horizontal line and error bars denote mean and SEM. N = 56 coverslips from 13 mice vs 33 coverslips from nine ground squirrels. (**D**) Fluorescent ratio traces in response to a warming ramp for individual POA neurons from a representative coverslip from mouse (*left panel*, N = 18 neurons) and ground squirrel (*right panel*, N = 28 neurons). Five neurons with the highest warm response amplitude are highlighted with thick lines. (**E**) Percentage of warm-sensitive (“Warm+”) POA neurons in mice and ground squirrels. p>0.05 (‘ns’), Mann-Whitney test. Each data point represents one coverslip. N = 33 coverslips from 6 mice vs 39 coverslips from 7 ground squirrels. Figure 1—source data 1.Percentage of cold-sensitive and warm-sensitive POA neurons in mice and ground squirrels.

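The RNA came from neurons dissociated from the preoptic area of the mouse hypothalamus, a region that integrates temperature signals and drives thermoregulatory responses. Dissociated neurons were imaged with a ratiometric calcium dye while the bath was cooled to 10°C. By the paper's imaging methods the recording ended with a high-potassium solution, and single neurons were then aspirated according to their response to cooling. Neurons whose response to cooling was among the strongest 7% were collected as cold-sensitive, and those among the weakest 14% as cold-insensitive. Each type was collected as 3 biological replicates, and each replicate is a pool of about 100 to 200 neurons. A pool was gathered over 2 to 6 neuronal isolations by the paper's methods and over 2 to 5 by the figure legend, from mice aged 6 to 16 weeks by the paper and 6 to 14 weeks by the sample labels. RNA integrity covered a wide range by the paper's methods, which do not give it per pool. Its effect on the differences between the types could not be tested here. Stranded total RNA libraries depleted of ribosomal RNA were sequenced in read pairs. The authors aligned the reads with STAR to GRCm38 and counted reads over the exons of protein-coding genes with featureCounts at its default setting, which ignores strand, so reads from exons shared with a gene on the opposite strand cannot be told apart. The deposited counts, which are the depth behind every value given here, sum to 5646047, 5712983 and 5276233 in cold-insensitive replicates 1 to 3 and to 3398010, 3316441 and 6818554 in cold-sensitive replicates 1 to 3. The deposited table holds 9583 genes, each with at least 1 normalized read in every library on the scale used for expression values here (RPM, reads scaled by the effective library size as the authors did), and so leaves out any gene that is silent in either type of neuron. The counts were scaled by the trimmed mean of M-values (TMM) and tested with edgeR's quasi-likelihood F-test between the types, with Benjamini-Hochberg adjustment over these genes. Log2 values across genes, which are not independent replicates, correlated between libraries of one type at 0.841 to 0.903 and between types at 0.797 to 0.885.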

To explore this possibility and examine the underlying mechanism, we looked for molecules that are preferentially expressed in cold-activated POA neurons in mice. Transcriptome analysis of pooled cold-sensitive versus cold-insensitive mouse POA neurons revealed that the most highly enriched transcript within the cold-sensitive neuronal population was the cyclic nucleotide-gated ion channel *Cnga3* (14-fold enrichment, Figure 2A and B). 

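Cnga3 encodes the alpha subunit of the cyclic nucleotide-gated channel of cone photoreceptors. In the libraries its expression was 41.0 ± 21.1 RPM in cold-sensitive neurons and 2.89 ± 1.62 in cold-insensitive neurons (mean ± SD, n = 3 pools of each type). This is a log2 fold change of 3.81 (standard error 0.73, adjusted p = 0.00746 from edgeR's quasi-likelihood test), or a ratio of 14.1. Cold-sensitive replicates 1 to 3 had 38.2, 63.3 and 21.4 RPM and cold-insensitive replicates 1 to 3 had 3.92, 1.03 and 3.73, so the types did not overlap (two-sided exact permutation test that ignores which replicates belong together, p = 0.1, the smallest p that 3 pools against 3 then allow). The deposited table leaves out genes under 1 RPM in any pool, so such genes could not be ranked. Among its 9583 genes, Cnga3 had the largest fold change of those called higher in cold-sensitive neurons. Apold1, known as an early-response gene of vascular endothelium, came next, with 112 ± 55.8 against 9.49 ± 6.89 RPM (adjusted p = 0.000838 from edgeR). The gene Cnga3 (ENSMUSG00000026114.14) lies on the forward strand of chromosome 1 of GRCm38, from 37214434 to 37263384. Without cold-insensitive replicate 2 its log2 fold change was 3.41 (adjusted p = 0.0713 from edgeR) and without cold-sensitive replicate 2 it was 3.36 (adjusted p = 0.0893 from edgeR), neither of which passes the threshold. Its rank by fold change was 2 without cold-insensitive replicate 1 and 3 without cold-insensitive replicate 3, and it was 2 or 3 with limma, depending on the pseudocount.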

RNA in situ hybridization confirmed the expression of *Cnga3* in a subset of mouse POA neurons (Figure 2C). Together, these data reveal that mice contain a population of cold-sensitive POA neurons, which are enriched with CNGA3 channels.

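Transmitter and peptide genes set types of preoptic neuron apart, and a few of them differed between the pools. Of the 3 measured genes of glutamatergic neurons, 2 rose in cold-sensitive neurons (2 higher when adjusted over the list alone). Slc17a6, the vesicular glutamate transporter, was at 264 ± 40.1 RPM in cold-sensitive and 112 ± 39.6 in cold-insensitive neurons (SD, n = 3 pools, log2 fold change 1.25, adjusted p = 0.0243 from edgeR). Nrn1, a growth-promoting surface protein of excitatory neurons, had a log2 fold change of 1.75 (standard error 0.30, adjusted p = 0.00265 from edgeR), and its exons overlap those of Fars2 on the opposite strand. Of the 8 measured genes of GABAergic neurons, 0 passed edgeR's test, 2 were lower at an unadjusted p under 0.05, and 0 passed DESeq2 or limma. The GABA-synthesizing enzymes Gad1 and Gad2 had log2 fold changes of -0.39 (standard error 0.23) and -0.12 (standard error 0.24).

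Of the 10 measured neuropeptide genes, 2 fell, 1 rose and 7 did not pass the test (2 lower and 2 higher when adjusted over the list alone). Sst, which encodes somatostatin, was at 1.99 ± 0.18 RPM in cold-sensitive and 563 ± 276 in cold-insensitive neurons (adjusted p = 5.97e-13 from edgeR). Gal, which encodes galanin, had a log2 fold change of -1.35 (standard error 0.32, adjusted p = 0.0349 from edgeR). Adcyap1, which encodes the peptide PACAP, was at 401 ± 6.67 against 93.6 ± 64.6 RPM (log2 fold change 2.10, adjusted p = 0.00652 from edgeR, 0.39 with robust dispersion and 0.11 from DESeq2). As a list the neuropeptides were lower by camera (adjusted p = 0.000146), but not with an estimated correlation (adjusted p = 0.178) nor with Sst left out, a choice made after seeing the data (adjusted p = 0.648). The call of Gal was lost without cold-insensitive replicate 1 (log2 fold change -0.71, adjusted p = 0.379 from edgeR) and without cold-sensitive replicate 2 (adjusted p = 0.165) or 3 (adjusted p = 0.0994), and with limma (adjusted p = 0.0625 and 0.0683 at pseudocounts of 1 and 0.5), robust dispersion (adjusted p = 0.102 from edgeR), the authors' deposited p-values (adjusted p = 0.0575) and offsets for GC content and length (adjusted p = 0.126). That of Slc17a6 was lost without cold-insensitive replicate 1 (adjusted p = 0.121 from edgeR) or 2 (adjusted p = 0.133) and without cold-sensitive replicate 2 (adjusted p = 0.0993) or 3 (adjusted p = 0.095). From the enrichment of Cnga3 and its in situ hybridization in a subset of POA neurons, the paper concludes that mice have cold-sensitive POA neurons enriched with CNGA3 channels.

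**Figure D1:**
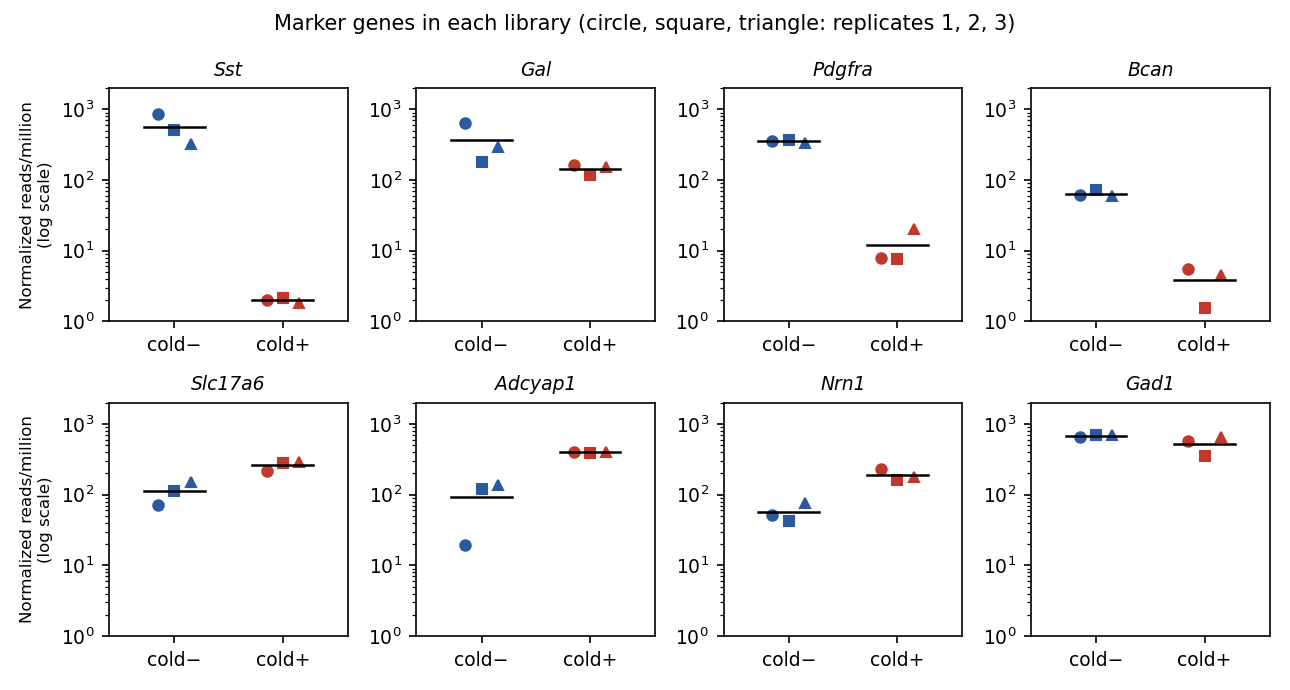
RPM on a log axis of 8 genes in each library of cold-insensitive (cold−) and cold-sensitive (cold+) neurons. Circles, squares and triangles are replicates 1, 2 and 3 and lines are means of 3 pools. The pools of the types do not overlap for Sst, Pdgfra, Bcan, Slc17a6, Adcyap1, Nrn1 and Gal, whereas those for Gad1 do.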

**Figure 2.**
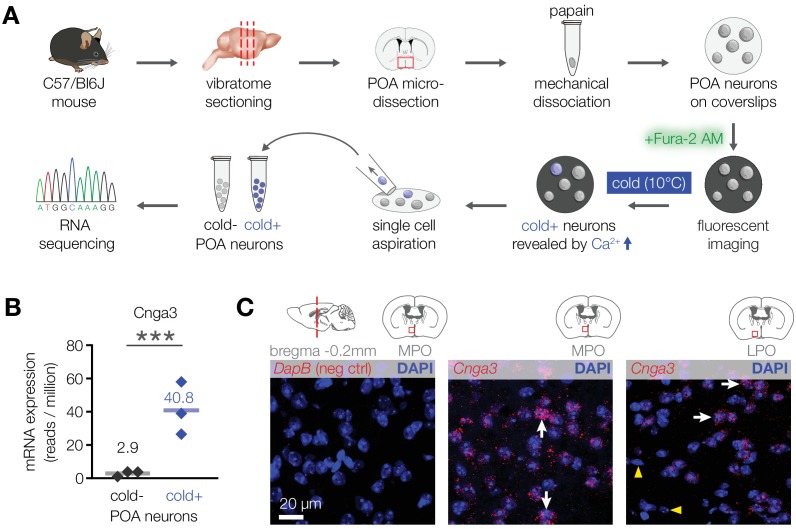
CNGA3 is enriched in cold-sensitive POA neurons in mice. (**A**) A schematic diagram of the imaging-guided collection and separation of cold-sensitive and cold-insensitive mouse POA neurons for differential transcriptomics. (**B**) Quantification of *Cnga3* transcript in cold-sensitive (“cold+”) and cold-insensitive (“cold−“) mouse POA neurons determined by RNA sequencing. ***p<0.001, GLM quasi-likelihood F-test (EdgeR). N = 3 independent biological replicates containing ~ 100–200 POA neurons each collected over 2–5 mice/independent neuron isolations. (**C**) RNA in situ hybridization images (maximal intensity projections of confocal Z-stacks) of the POA probed for *Cnga3* (*middle and right panels*) and DapB (negative control; *left panel*) reveal neurons with abundant *Cnga3* expression (white arrows) and neurons with no *Cnga3* expression (yellow arrowheads) in the medial preoptic area (MPO) and lateral preoptic area (LPO). Brain sections correspond to AP coordinate of bregma −0.2 mm. Images are representative of 8 fields-of-view from 4 sections from two independent procedures. Figure 2—source data 1.Cnga3 expression in cold-sensitive and cold-insensitive mouse POA neurons.

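Genes common to all neurons were measured in every pool. Of 15 such genes, 15 were in the table, 1 fell in cold-sensitive neurons and 14 did not pass the test (3 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.05. With the replicate as a block, 3 fell, as the neurofilament genes Nefl (log2 fold change -1.11, adjusted p = 0.00388 from edgeR) and Nefm (log2 fold change -1.01, adjusted p = 0.00325), named after their values were seen, then passed too. By DESeq2, edgeR's likelihood ratio test and limma at a pseudocount of 1 the number was 2, and with edgeR's newer quasi-likelihood fit 3. It was also 2 with upper quartile scaling and with scaling by library size only. The gene that fell was Thy1, a neuronal surface glycoprotein, with a log2 fold change of -1.20 (standard error 0.28, adjusted p = 0.0347 from edgeR). Its call was lost without cold-insensitive replicate 1 (adjusted p = 0.118 from edgeR), 2 (adjusted p = 0.103) or 3 (adjusted p = 0.137) and without cold-sensitive replicate 1 (adjusted p = 0.0778) or 2 (adjusted p = 0.161), and with offsets for GC content and length (adjusted p = 0.062).

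Few markers of glia and other brain cells were in the table. Of 8 markers of oligodendrocyte precursor cells, 2 were in the table, 1 fell (1 lower when adjusted over the list alone) and C1ql1, with a log2 fold change of 0.95, did not pass. The gene that fell was Pdgfra, the growth factor receptor of these precursors, at 11.9 ± 7.11 RPM in cold-sensitive and 355 ± 15.6 in cold-insensitive neurons (SD, n = 3 pools, adjusted p = 1.55e-09 from edgeR). Of 12 astrocyte markers 5 were in the table, and 0 passed edgeR or DESeq2, with 1 higher and 1 lower at an unadjusted p under 0.05. The table held 0 of 13 microglial markers, 0 of 10 of mural cells and fibroblasts, 0 of 6 of erythrocytes and 1 of 10 of endothelium. A gene under 1 RPM in any library is not in the table, even where other libraries hold it. These absences thus cannot show that such cells were missing from the pools.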

We hypothesized that CNGA3 activity is necessary for cold sensitivity of the POA. This idea is supported by the findings that injection of the endogenous cyclic nucleotide-gated channel activator, cGMP, into the POA alters the firing rate and thermosensitivity of hypothalamic neurons and affects core body temperature in several species (Wright et al., 2008). Consistent with this, we found that l-*cis*-diltiazem, an inhibitor of CNGA3-containing heteromeric channels, drastically suppressed cold activation of mouse POA neurons (Figure 3A and B). At the same time, the inhibitor failed to affect calcium influx in response to depolarization by high extracellular potassium, demonstrating a specific effect on cold-sensing machinery (Figure 3C). Furthermore, the inhibitory effect of l-*cis*-diltiazem was specific to cold-sensing cells, as the drug failed to suppress activation of warm-sensitive cells (Figure 3D–F). These data strongly indicate that CNGA3 is necessary for cold sensitivity of mouse POA neurons.

**Figure 3.**
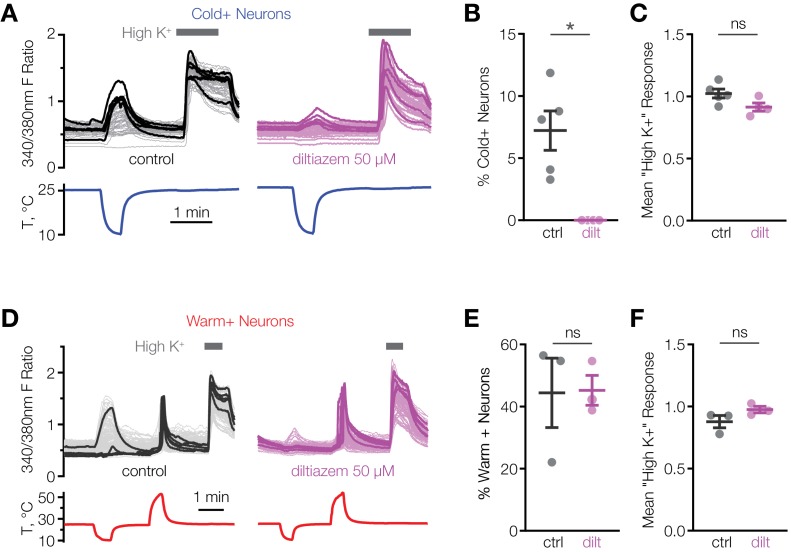
L-*cis*-diltiazem inhibits cold-activated neurons in mouse POA. (**A and D**) Fluorescent ratio traces in response to a cooling (**A**) or warming (**D**) ramp for individual POA neurons from a representative coverslip in the absence (*left panels*, A: N = 49 neurons, D: N = 145 neurons) or in the presence (right panels, A: N = 39 neurons, D: N = 103 neurons) of 50 µM l-*cis*-diltiazem. Five neurons with the highest cold or warm response amplitude are highlighted with thicker lines. (**B and E**) Percentage of cold-sensitive (“Cold+”) or warm-sensitive (“Warm+”) POA neurons in the absence (‘ctrl’) or in the presence of 50 µM l-*cis*-diltiazem (‘dilt’). B: *p<0.05, E: p>0.05 (‘ns’), Welch’s t-test. Each data point represents one coverslip. The horizontal line and error bars denote mean and SEM. N = 4–5 coverslips from two mice in (**B**), 3 coverslips from one mouse in (**E**). (**C and F**) Per-coverslip average of the maximal response of all POA neurons recorded in the experiments in (**B**) and (**E**) to 116 mM [K^+^] solution. p>0.05 (‘ns’), Welch’s t-test. Figure 3—source data 1.Percentage of cold-sensitive and warm-sensitive POA neurons and their "High K" response amplitudes with and without l-cis-diltiazem.

### Cooling potentiates mouse, but not squirrel CNGA3

Several other non-selective cation channels are known to function as molecular temperature sensors (Caterina et al., 1997; McKemy et al., 2002; Peier et al., 2002; Song et al., 2016; Tan and McNaughton, 2016; Togashi et al., 2006), thus we suspected that CNGA3 could act as a cold sensor in the mouse POA. To test this, we cloned mouse *Cnga3* (mCNGA3) from the POA, expressed it in *Xenopus* oocytes, and measured its temperature sensitivity by two-electrode voltage clamp. Cooling the extracellular solution from 22°C to 12°C failed to stimulate mCNGA3, demonstrating that cold alone does not activate the channel (Figure 4A). However, cooling in the presence of a sub-threshold concentration (1 µM) of intracellular cGMP led to potent and reversible activation of mCNGA3 across a wide range of voltages (4-fold activation at 60 mV), consistent with the idea that cold facilitates cGMP-mediated activation of the channel (Figure 4B and D).

**Figure 4.**
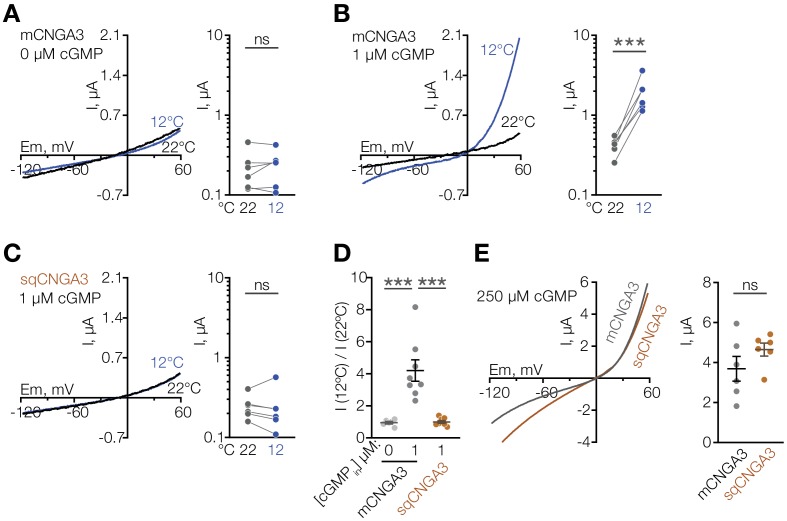
Cooling potentiates mouse but not squirrel CNGA3 in oocytes. (**A–C**) Exemplar whole-cell currents (*left*) and quantification of current amplitude at 60 mV (*right*) recorded in *Xenopus* oocytes expressing mouse or squirrel CNGA3 in response to a voltage ramp in the presence or absence of 1 µM intracellular cGMP. (**D**) Quantification of the magnitude of cold activation of CNGA3 current in oocytes at 60 mV in the presence of 1 µM intracellular cGMP. (**E**) Exemplar whole-cell current traces (*left*) and quantification of current amplitude at 60 mV (*right*) recorded from mouse or squirrel CNGA3 in response to a voltage ramp in the presence of saturating 250 µM intracellular cGMP. Data are mean ± SEM. NS, not significant, p>0.05; ***p<0.001, paired t-test (**A–C**), Dunnett’s test (**D**), t-test (**F**). Each dot represents an individual cell. Figure 4—source data 1.Cooling potentiates mouse but not squirrel CNGA3 in oocytes.

CNGA3 can co-assemble with CNGB1 or CNGB3 to form functional heteromeric channels with increased sensitivity to inhibition by l-*cis*-diltiazem compared to CNGA3 homomers (Peng et al., 2004; Peng et al., 2003; Zhong et al., 2003). The profound suppression of cold activation in the POA by l-*cis*-diltiazem suggests the presence of drug-sensitive heteromers. 

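Of the 6 genes of the cyclic nucleotide-gated channel family, Cnga3 and Cngb1 are in the deposited table. Cngb1, which encodes the beta subunit of the rod and olfactory channels, was measured in each of the 6 pools, at 23.1 ± 17.4 RPM in cold-sensitive neurons and 12.5 ± 3.3 in cold-insensitive neurons (mean ± SD, n = 3 pools of each type). The log2 fold change was 0.88 (standard error 0.69, adjusted p = 0.732 from edgeR's quasi-likelihood test). Cold-sensitive replicates 1 to 3 had 43.1, 14.1 and 12.1 RPM, and cold-insensitive replicates 1 to 3 had 14.1, 8.74 and 14.7 (two-sided exact permutation test, p = 0.5). Without cold-sensitive replicate 1 the log2 fold change was 0.06 (adjusted p = 0.991 from edgeR). The gene Cngb1 (ENSMUSG00000031789.17) lies on the reverse strand of chromosome 8 of GRCm38, from 95239045 to 95306585. Cngb3, the beta subunit of the cone channel, is not analysed here. The paper's source data list it at 1.32 RPM in 1 cold-insensitive pool and 32.8 in 1 cold-sensitive pool, and at 0 in the other pools (two-sided exact permutation test on the paper's values, p = 1). With 1 pool above 0 in each type, no split of the pools gives a smaller difference. The test thus cannot show whether Cngb3 differs between the types.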

Our transcriptomic analysis revealed that *Cngb1*, but not *Cngb3*, is expressed in both cold-sensitive and insensitive POA neurons (Figure 5A). We thus co-expressed mouse CNGA3 and CNGB1 in oocytes and tested the effect of l-*cis*-diltiazem on cold-activated current in the presence of 1 µM of intracellular cGMP. Co-expression of mCNGA3 with mCNGB1 led to a twofold inhibition of cold-activated current by l-*cis*-diltiazem compared to mCNGA3 alone (Figure 5B and C). Since CNGB1 cannot form functional homomers, the drug-resistant fraction of the cold-activated current is likely due to the presence of mCNGA3 homomers (Zhong et al., 2003). Thus, CNGA3-CNGB1 heteromers can form a cold-activated l-*cis*-diltiazem-sensitive ion channel.

**Figure 5.**
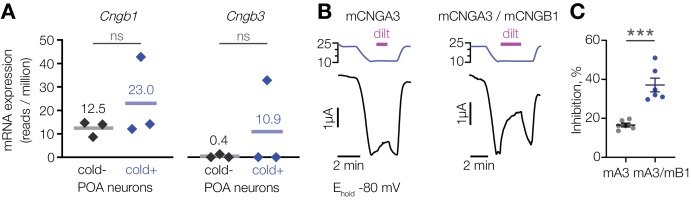
L-*cis*-diltiazem inhibits cold-activated current produced by CNGA3-CNGB1 heteromers. (**A**) Quantification of *Cngb1* and *Cngb3* transcripts in cold-sensitive (“cold+”) and cold-insensitive (“cold−”) mouse POA neurons determined by RNA sequencing. ‘ns’, not significant, p>0.05, GLM quasi-likelihood F-test (EdgeR). N = 3 independent biological replicates containing ~ 100–200 POA neurons each collected over 2–5 mice/independent neuron isolations. (**B**) Exemplar whole-cell currents obtained from *Xenopus* oocytes expressing mouse CNGA3 alone or with mouse CNGB1, recorded at −80 mV at different temperatures in the presence of 1 µM intracellular cGMP and 100 µM extracellular l-*cis*-diltiazem (‘dilt’). (**C**) Quantification of maximum inhibition of cold-activated current by l-*cis*-diltiazem. Data are mean ± SEM. ***p<0.001, t-test. Each dot represents an individual cell. Figure 5—source data 1.L-*cis*-diltiazem inhibits cold-activated current produced by CNGA3-CNGB1 heteromers.

To test if cold activates other members of the cyclic nucleotide-gated channel family, we analysed CNGA2, a cGMP-activated ion channel (Altenhofen et al., 1991; Gordon and Zagotta, 1995; Trudeau and Zagotta, 2003), which we found to be expressed in cold-activated and cold-insensitive mouse POA neurons at similar levels (Figure 6A). In contrast to CNGA3, cold failed to activate mouse CNGA2 in oocytes in the presence of 1 µM intracellular cGMP (Figure 6B and C), while saturating 250 µM cGMP potently activated the channel (Figure 6D). This result demonstrates that cold activation is specific to CNGA3 among the cyclic nucleotide-gated channel family.

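Cnga2 encodes the alpha subunit of the channel of olfactory neurons. It is not analysed here from counts, as genes with a count of 0 in any library are not in the table used. The paper's source data give 6.08, 10.6 and 0 RPM in the cold-insensitive pools, a mean of 5.56 ± 5.32 (SD, n = 3), and 0, 0 and 3.09 in the cold-sensitive pools, a mean of 1.03 ± 1.78. On these values of the paper, a two-sided exact permutation test gave p = 0.4. From the library sizes, a count of 0 allows up to 0.511, 0.514 and 0.589 RPM in cold-insensitive replicates 1 to 3, and up to 0.869, 0.923 and 0.449 in cold-sensitive replicates 1 to 3 (3 counts per library, counting error only). The other alpha subunit genes Cnga1 and Cnga4 are not in the table either.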

**Figure 6.**
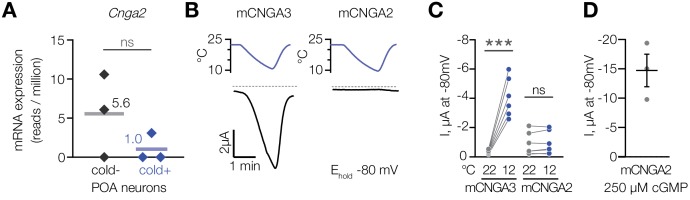
Cooling does not affect CNGA2 current. (**A**) Quantification of *Cnga2* transcript in cold-sensitive (“cold+”) and cold-insensitive (“cold−”) mouse POA neurons determined by RNA sequencing. ‘ns’, not significant, p>0.05, GLM quasi-likelihood F-test (EdgeR). N = 3 independent biological replicates containing ~ 100–200 POA neurons each collected over 2–5 mice/independent neuron isolations. (**B**) Exemplar whole-cell currents obtained from *Xenopus* oocytes expressing mouse CNGA3 and CNGA2, recorded at −80 mV at different temperatures in the presence of 1 µM intracellular cGMP. (**C**) Quantification of the effect of cooling on CNGA3 and CNGA2 current in the presence of 1 µM intracellular cGMP. (**D**) Quantification of mCNGA2 activity in the presence of 250 µM intracellular cGMP measured at −80 mV at 22°C. Data are mean ± SEM. ‘ns’, not significant, p>0.05; ***p<0.001, paired t-test. Each dot represents an individual cell. Figure 6—source data 1.Cooling does not affect CNGA2 current.

Having observed that mice have a larger proportion of cold-sensitive neurons in the POA than ground squirrels, we sought to test the cold sensitivity of the squirrel orthologue of CNGA3. Strikingly, cold failed to potentiate the activity of *Cnga3* cloned from squirrel POA (sqCNGA3, Figure 4C and D), even though activation with a saturating 250 µM cGMP revealed that sqCNGA3 was abundantly expressed on the surface of the oocytes (Figure 4E). To test if these observations were specific to frog oocytes, we expressed mouse and squirrel CNGA3 in HEK293T cells. In agreement with the data from oocytes, cooling from 22°C to 12°C reversibly potentiated mouse CNGA3 at positive and negative potentials in the presence of a sub-threshold 2 µM cGMP, but failed to affect squirrel CNGA3 (Figure 7A–D and Figure 7—figure supplement 1), even though both channels were abundantly expressed on the plasma membrane, as revealed by recordings in the presence of saturating 100 µM intracellular cGMP (Figure 7E and F).

**Figure 7.**
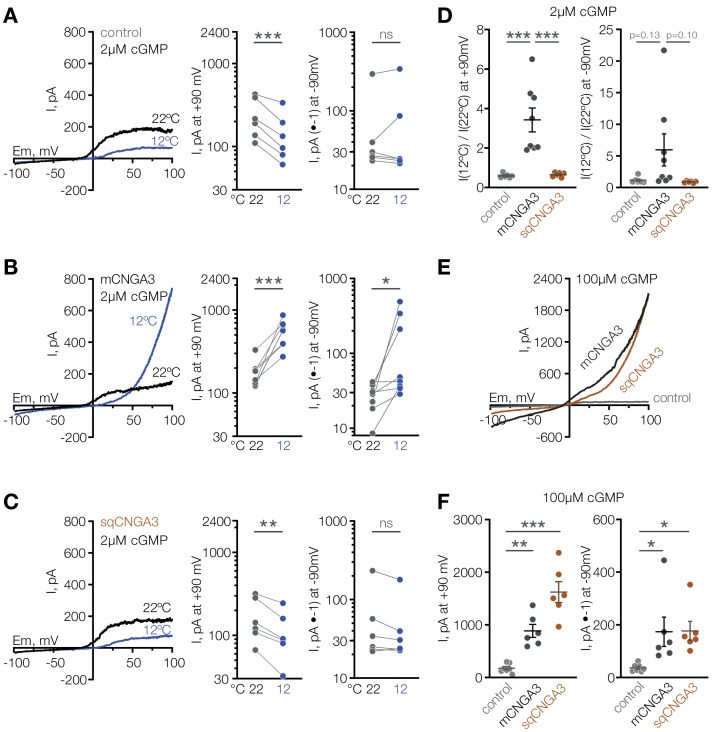
Cooling activates mouse but not squirrel CNGA3 in HEK293T cells. (**A–C**) Exemplar whole-cell currents (*left*) and quantification of current amplitude at 90 mV (*middle*) and −90 mV (*right*) recorded in HEK293T cells expressing empty vector (control) or CNGA3 in response to a voltage ramp in the presence of 2 µM intracellular cGMP, at indicated temperatures. Currents were elicited by voltage ramps from −100 mV to 100 mV from a holding potential of −60 mV. (**D**) Quantification of the magnitude of cold activation of CNGA3 current in HEK293T cells in the presence of 2 µM intracellular cGMP at 90 mV (*left*) and −90 mV (*right*). (**E**) Exemplar whole-cell current traces evoked in HEK293T cells expressing mCNGA3, sqCNGA3 or empty vector (control) by voltage ramps from −100 mV to 100 mV from a holding potential of −60 mV in the presence of saturating 100 µM intracellular cGMP at 22°C. (**F**) Quantification of current amplitude at 90 mV (*left*) and −90 mV (*right*) in the presence of saturating 100 µM intracellular cGMP at 22°C. Data are mean ± SEM. **p<0.01; ***p<0.001, paired t-test (**A–C**) or Dunnett’s test (**D, F**). Each dot represents individual cell. Figure 7—source data 1.Reversible activation of mouse CNGA3 in HEK293T cells.

**Figure 7—figure supplement 1.**
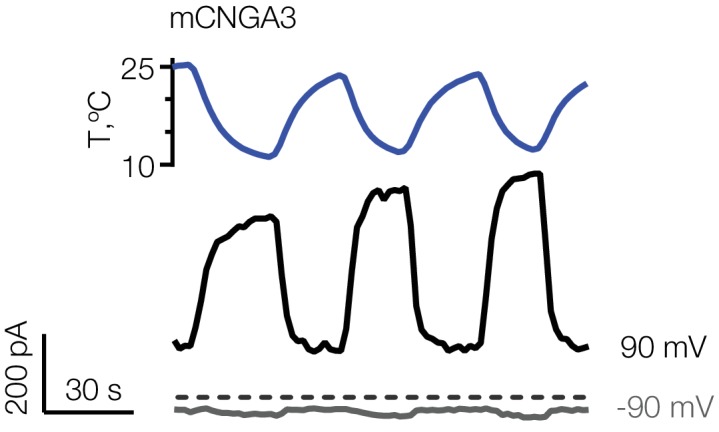
Reversible activation of mouse CNGA3 in HEK293T cells. Exemplar whole-cell current traces obtained from mCNGA3 in the presence of 2 µM intracellular cGMP in response to temperature ramps. Currents were elicited by voltage ramps from −100 mV to 100 mV from a holding potential of −60 mV.

Having established that cold specifically potentiates activity of mouse CNGA3 in various cell types, we performed a detailed characterization of its temperature dependence over the broad range of temperatures from 37°C to 10°C at a potential close to the physiological resting potential (−80 mV) in the presence of sub-threshold 1 µM intracellular cGMP. Cooling led to a robust activation of mCNGA3, with an apparent temperature threshold of 22.4 ± 0.8°C, and a 10-degree activation coefficient (Q_10_) of 6.5 ± 0.5 (Figure 8). Together, our data demonstrate that cold specifically and reversibly potentiates the activity of mouse, but not squirrel CNGA3 in the presence of subthreshold intracellular cGMP, and that this effect is independent of cell type. Our results also agree with the notion that cold sensitivity of mouse POA neurons is mediated by heteromers and homomers of CNGA3.

**Figure 8.**
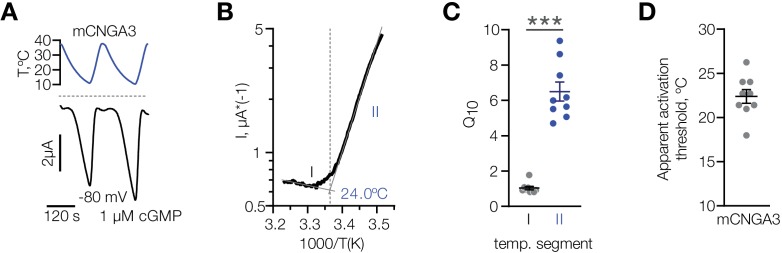
Characterization of cold sensitivity of mouse CNGA3. (**A**) Exemplar whole-cell currents obtained from *Xenopus* oocytes expressing mouse CNGA3 at −80 mV and 1 µM intracellular cGMP in response to temperature ramps from 37°C to 10°C. (**B**) Exemplar Arrhenius plot obtained from a recording as in (**A**) showing a bi-phasic temperature dependence of mCNGA3 current and apparent temperature activation threshold for this cell (24°C). (**C**) Quantification of the effect of cold on mCNGA3 current over 10°C (activation coefficient, [**Q_10_**]). (**D**) Quantification of the apparent threshold of thermal activation of mCNGA3 from Arrhenius plots. Data are mean ± SEM; ***p<0.001, t-test. Figure 8—source data 1.Characterization of cold sensitivity of mouse CNGA3.

Next, we aimed to clarify the mechanism of cold potentiation of mouse CNGA3, and hypothesized that cold decreases the effective concentration of cGMP required for channel opening. To test this, we investigated the effect of temperature on CNGA3 activity at different intracellular cGMP concentrations using inside-out patches of HEK293T cells (Figure 9A). Paired recordings from the same patches at different temperatures revealed a significant decrease in half-maximal cGMP concentration (EC_50_) upon cooling from 21.8 ± 5.48 µM at 22°C to 3.5 ± 0.63 µM at 12°C (Figure 9C and E). In contrast to mouse CNGA3, and in agreement with our whole-cell data in oocytes and HEK293T cells, we did not detected a significant change in cGMP EC_50_ for squirrel CNGA3 (26.4 ± 1.12 µM at 22°C, 20.4 ± 2.14 µM at 12°C, Figure 9B,D and E). Interestingly, cooling from 22°C to 12°C at saturating (≥100 µM) cGMP concentrations inhibited maximal activity of mouse CNGA3 by 25%, whereas this effect was significantly higher for the squirrel channel (60%, Figure 9F). Together, these findings reveal that the potentiating effect of cold at low cGMP concentrations is specific to mouse CNGA3, and is caused by a decrease in EC_50_ for the cyclic nucleotide.

**Figure 9.**
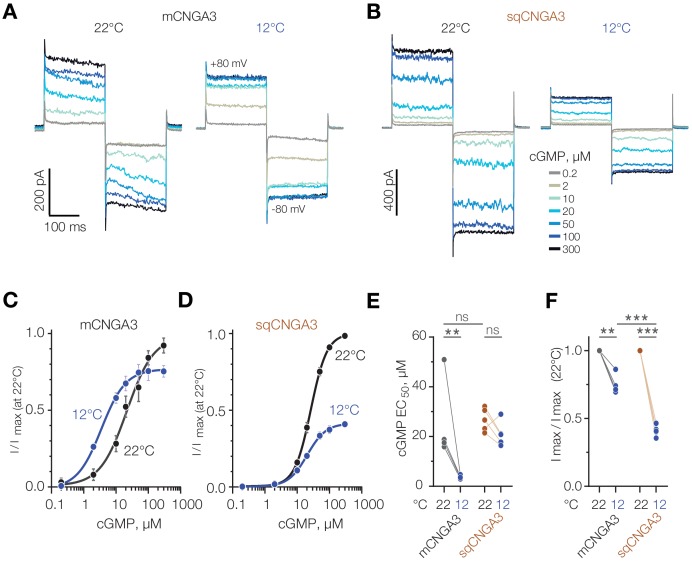
Cold decreases half-maximal effective concentration of cGMP for mouse CNGA3. (**A, B**) Exemplar current traces obtained in response to square voltage steps from inside-out patches of HEK293T cells expressing CNGA3. Each patch was tested at 22°C and 12°C at indicated ‘intracellular’ cGMP concentrations. (**C, D**) Concentration-dependence of CNGA3 on cGMP measured at 22°C and 12°C at −80 mV and normalized to maximal response at 22°C. Maximal responses were obtained by fitting the experimental data to a modified Hill equation (solid line). Data shown as mean ± SEM from 4 and 5 patches for mouse and squirrel CNGA3 respectively. (**E**) Quantification of half-maximal effective cGMP concentration (EC_50_) for mouse and squirrel CNGA3 at different temperatures obtained from Hill fits in (**C**). Lines connect data points from individual patches measured at 22°C and 12°C. Statistical analysis: non-paired t-test (between 22°C data for different species), paired t-test (between 22°C and 12°C data pairs). (**F**) Quantification of maximal activity for mouse and squirrel CNGA3 at different temperatures obtained from Hill fits in (**D**). Lines connect data points from individual patches measured at 22°C and 12°C. Statistical analysis: non-paired t-test (between 12°C data for different species), paired t-test (between 22°C and 12^o^ C data pairs). Error bars: mean ± SEM. ‘ns’, not significant, p>0.05; **p<0.01; ***p<0.001. Figure 9—source data 1.Cold decreases half-maximal effective concentration of cGMP for mouse CNGA3.

## Discussion

While progress has been made in identifying the markers and functional importance of warm-sensitive POA neurons (Angilletta et al., 2019; Madden and Morrison, 2019; Siemens and Kamm, 2018; Tan and Knight, 2018), the molecular basis and physiological role of cold sensitivity in the POA has remained obscure. Here, we report the identification of CNGA3 as a cold-potentiated ion channel in a subset of cold-sensing mouse POA neurons.

We established that cold decreases the effective concentration of cGMP needed for mouse CNGA3 activation, suggesting that it acts by enhancing the affinity between the channel and the nucleotide and/or facilitating channel opening in response to nucleotide binding (James and Zagotta, 2018). The observation that cold activates mouse CNGA3 in various cell types strongly suggests that this mechanism is intrinsic to the channel and does not involve cell type-specific components. Furthermore, our finding that cold acts on mouse CNGA3 even in inside-out patches, and fails to increase activity of mouse CNGA2 and the squirrel orthologue of CNGA3 argues against the involvement of indirect pathways such as cold-induced augmentation of cGMP production (Chao et al., 2015; Mamasuew et al., 2010; Stebe et al., 2014). A study in *C. elegans* showed that the cyclic nucleotide gated ion channel Tax-4 is expressed in thermosensory neurons, and that *tax-4* mutants exhibit aberrant thermotaxic behavior, suggesting that thermosensitivity of mouse CNGA3 may have a deep evolutionary origin (Komatsu et al., 1996).

The physiological role of hypothalamic cold sensitivity is unclear. The strong correspondence between the proportion of cold-sensitive POA neurons and cold sensitivity of CNGA3 in both mice and squirrels suggests that the channel could be important for the detection of cold temperatures in the POA. A tantalizing possibility is that in mice the CNGA3-expressing cold-sensitive neurons could be a part of the mechanism that orchestrates thermogenesis in response to body cooling. In squirrels such mechanism is expected to be inhibited to allow for the profound drop of core body temperature during transition into torpor. Our observation that a small fraction of squirrel POA neurons exhibits cold sensitivity suggests the presence of a CNGA3-independent mechanism, which could be important for active monitoring of body temperature during hibernation (Andrews, 2019). Even though our transcriptome analysis did not reveal an enrichment for other known cold-sensors in mouse cold-sensitive compared to cold-insensitive neurons, we also do not exclude the existence of CNGA3-independent mechanisms of cold sensitivity in mouse POA.

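A list of 15 genes, set before the data were examined, held cold sensors other than Cnga3 along with voltage-gated sodium and potassium channels. It was made for this re-analysis, and the paper does not say which genes it counts as known cold sensors. Of the 15 genes, 9 were in the table, 1 rose in cold-sensitive neurons and 8 did not pass the test (2 higher when adjusted over the list alone). The gene that rose was Scn9a, which encodes the voltage-gated sodium channel Nav1.7, at 374 ± 9.11 RPM in cold-sensitive and 193 ± 51.3 in cold-insensitive neurons (SD, n = 3 pools, log2 fold change 0.95, adjusted p = 0.0445 from edgeR). Kcna2, a voltage-gated potassium channel gene named after its values were seen, had a log2 fold change of 1.46 (standard error 0.45), with an adjusted p of 0.148 over all genes and 0.0158 over the list alone from edgeR and of 0.0491 from DESeq2. Trpm8, Trpa1, Kcnk4, Scn10a, Gucy2g and Asic3 are not in the table. Of the 28 channel genes of the TRP family 12 were in the table, with 0 past the test of edgeR, DESeq2 or limma and 0 at an unadjusted p under 0.05. Of 15 entries in a list of voltage-gated sodium channel genes, which also held a sodium leak channel and an older name of the measured Scn2a, 10 were in the table. Of these Scn9a rose and 9 did not pass the test (1 higher when adjusted over the list alone). As a list these were higher by camera (adjusted p = 0.00619), but not with an estimated correlation (adjusted p = 0.26) nor without cold-sensitive replicate 1 (adjusted p = 0.0677). The list with the cold sensors did not pass (camera adjusted p = 0.515), with a median log2 fold change of -0.17 and a mean of 0.08. The call of Scn9a was lost with the p-values of the authors' deposited table (adjusted p = 0.0601), without cold-insensitive replicate 2 (adjusted p = 0.354 from edgeR) or 3 (adjusted p = 0.141) and without cold-sensitive replicate 1 (adjusted p = 0.0672), 2 (adjusted p = 0.126) or 3 (adjusted p = 0.0988).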

Our data suggest that the CNGA3 sensor likely exists in POA neurons not only as a homomer, but also as a heteromer with CNGB1 (Dai et al., 2013; Peng et al., 2004; Zhong et al., 2003). Although the apparent activation threshold for homomeric CNGA3 is lower than the physiological brain temperature, it may depend on the cellular environment and recording conditions, similar to other thermo-sensitive channels (Hoffstaetter et al., 2018; Song et al., 2016; Tan and McNaughton, 2016; Tominaga et al., 1998). The temperature sensitivity of hypothalamic neurons is plastic and is modulated by metabolic state, circadian cycle, oxygenation, inflammatory status and peripheral nutrient signals (Bartfai and Conti, 2012; Glotzbach and Heller, 1984; Pierau et al., 1998; Tattersall and Milsom, 2009). In addition, the impact of CNGA3 on neuronal excitability will depend on the level of expression, neuronal resistance, and other cellular properties.

CNGA3 is best known for its role as a major cGMP-activated depolarizing ion channel in the cone photoreceptors (Bönigk et al., 1993; Cukkemane et al., 2011; Dai et al., 2013; Kaupp and Seifert, 2002; Peng et al., 2004; Yu et al., 1996). The channel is also implicated in the cold modulation of olfactory neurons in the Grueneberg ganglion, and is enriched in a subpopulation of peripheral cold receptors from dorsal root ganglia (Luiz et al., 2019; Mamasuew et al., 2010). Additionally, CNGA3 is expressed in the amygdala and hippocampus. Consistent with the expression pattern, a global deletion of *Cnga3* causes color blindness, affects odor recognition and produces deficits in hippocampal plasticity and amygdala-dependent fear memory (Biel et al., 1999; Leinders-Zufall et al., 2007; Michalakis et al., 2011). Given the complex phenotype of whole-body *Cnga3* knock-out animals, further understanding of the role of CNGA3 in thermoregulation would require a conditional ablation of the channel in the POA of adult mice and/or a targeted disruption of cold-sensing capability of CNGA3 while preserving its function as a cGMP sensor.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Cnga3*	This paper	GenBank MN381859	Materials and methods
Gene (*Ictidomys tridecemlineatus*)	*Cnga3*	This paper	GenBank MN381860	Materials and methods
Strain, strain background (*Mus musculus*)	C57Bl/6J	The Jackson Laboratory, Bar Harbor, ME	RRID:IMSR_JAX:000664	Materials and methods
Strain, strain background (*Ictidomys tridecemlineatus*)	Thirteen-lined Ground Squirrel	Gracheva laboratory’s colony	N/A	Materials and methods
Cell line (*H. sapiens*)	HEK293T^Δ*PIEZO1*^	Dr. Ardem Patapoutian (Scripps Research Institute) (Lukacs et al., 2015)	N/A	Materials and methods
Sequence-based reagent	mouse CNGA3 cloning primer forward	his paper	N/A	5’- GAGATGGCAAAGGTGAACAC −3’
Sequence-based reagent	mouse CNGA3 cloning primer reverse	this paper	N/A	5’- GAGGCAGAGCCACCTGCATT −3’
Sequence-based reagent	ground squirrel CNGA3 cloning primer forward	this paper	N/A	5’- GGACTGAATGCAACAAGCAAG −3’
Sequence-based reagent	ground squirrel CNGA3 cloning primer reverse	this paper	N/A	5’- CCACGGAGCAGCTCATTTTC −3’
Commercial assay or kit	Quick-RNA Microprep Kit	Zymo, Irvine, Ca	Cat#: R1050	Materials and methods
Commercial assay or kit	SMARTer Stranded Total RNA-Seq Kit - Pico Input Mammalian	Clontech/Takara Bio, Mountain View, CA	Cat#: 635005	Materials and methods
Commercial assay or kit	RNAscope Multiplex Fluorescent Reagent Kit v2 Assay	Advanced Cell Diagnostics, Hayward, CA	Cat#: 323100	Materials and methods
Commercial assay or kit	RNAScope mmCnga3 probe	Advanced Cell Diagnostics, Hayward, CA	Cat#: 406131	Materials and methods
Chemical compound, drug	cGMP-Na salt	Sigma	Cat#: G6129	Materials and methods
Chemical compound, drug	L-cis-Diltiazem hydrochloride	Santa Cruz Biotechnology, Dallas, TX	Cat#: sc-221802	Materials and methods
Software, algorithm	MetaFluor v7.8.2.0	Molecular Devices, San Jose, CA	RRID:SCR_014294	Materials and methods
Software, algorithm	ImageJ v1.51p	http://imagej.nih.gov/ij/; (Schneider et al., 2012)	RRID:SCR_003070	Materials and methods
Software, algorithm	nd Stack Builder (ImageJ plugin)	https://imagej.nih.gov/ij/plugins/track/builder.html	N/A	Materials and methods
Software, algorithm	Trimmomatic v0.36	(Bolger et al., 2014)	RRID:SCR_011848	Materials and methods
Software, algorithm	STAR v2.5.4b	(Dobin et al., 2013)	RRID:SCR_015899	Materials and methods
Software, algorithm	featureCounts v1.6.2	(Liao et al., 2014)	RRID:SCR_012919	Materials and methods
Software, algorithm	R v3.5.1	https://www.r-project.org	RRID:SCR_001905	Materials and methods
Software, algorithm	edgeR (package for R) v3.22.3	(Robinson et al., 2010)	RRID:SCR_012802	Materials and methods
Software, algorithm	pCLAMP v10	Molecular Devices (https://www.moleculardevices.com/)	RRID:SCR_011323	Materials and methods
Software, algorithm	GraphPad Prism v8.2.0	GraphPad Software, San Diego, CA	RRID:SCR_002798	Materials and methods

### Contact for reagent and resource sharing

Further information and requests for resources and reagents should be directed to Elena Gracheva ().

#### Animals

All animal procedures were performed in compliance with the Office of Animal Research Support of Yale University (protocols 2018–11497 and 2018–11526). Thirteen-lined ground squirrels (*Ictidomys tridecemlineatus*), wild-type mice (*Mus musculus*), and frogs (*Xenopus laevis*) were used for this study. Wild-type C57Bl/6J mice were purchased from Jackson Laboratory (Bar Harbor, ME). All animals were housed on a 12 hr light/dark cycle (lights on at 0700) under standard laboratory conditions with ad libitum access to food and water. Both male and female mice 6–16 weeks of age weighing 17–34 g and male thirteen-lined ground squirrels 6 months-3 years of age weighing approximately 150–300 g were used for experiments. All ground squirrels were in their active (non-hibernating) state verified by daily body temperature measurements and maintained on a diet of dog food (Iams) supplemented with sunflower seeds, superworms, and fresh vegetables. Frogs were housed using standard conditions.

#### Primary neuron dissociation from the POA of hypothalamus

Primary neurons were isolated from the POA of hypothalamus following a published protocol (Vazirani et al., 2013) with modifications. Mice or thirteen-lined ground squirrels were euthanized by isoflurane inhalation overdose followed by cardiac perfusion with the Brain Perfusion Solution (containing in mM: 196 sucrose, 2.5 KCl, 28 NaHCO3, 1.25 NaH2PO4, 7 Glucose, 1 Sodium Ascorbate, 0.5 CaCl2, 7 MgCl2, 3 Sodium Pyruvate, oxygenated with 95% O2/5% CO2, osmolarity adjusted to 300 mOsm with sucrose, pH adjusted to 7.4). Brain was dissected and brain slices were cut on a vibratome (VT1200, Leica Biosystems Inc, Buffalo Grove, IL). A brain slice containing the POA was identified by the presence of the anterior commissure crossover, and 2 successive 300 µm slices containing the POA were collected. A square region approximately 2 × 3 mm between the optic chiasm and anterior commissure crossover containing the POA was microdissected from the brain slices. Tissue was digested in Hibernate A medium (custom formulation with 2.5 mM glucose and osmolarity adjusted to 280 mOsm, BrainBits, Springfield, IL) supplemented with 1 mM lactic acid (Cat. #L1750, Sigma, St. Louis, MO), 0.5 mM GlutaMAX (Cat. #35050061, ThermoFisher, Waltham, MA) and 2% B27 minus insulin (Cat. #A1895601, ThermoFisher) containing 20 U/ml papain (LS003124, Worthington Biochemical Corporation, Lakewood, NJ) in a shaking water bath at 34°C for 30 min and dissociated by mechanical trituration through the tips of glass Pasteur pipettes with decreasing diameter. Cell suspension was centrifuged over 8% bovine serum albumin (A9418-5G, Sigma, St. Louis, MO) layer, resuspended in Neurobasal-A medium (A2477501 [no glucose, no sodium pyruvate], custom formulation with 2.5 mM glucose and osmolarity adjusted to 280 mOsm), supplemented with 1 mM lactic acid, 0.5 mM GlutaMAX and 2% B27 minus insulin, plated on poly-D-lysine/laminin-coated glass coverslips (Cat. #354087, Corning Inc, Corning, NY) and cultured in an incubator at 34°C in 5% CO2. Plated POA neurons were used for experiments within 24 hr.

#### Live-cell ratiometric calcium imaging

POA neurons acutely cultured on glass coverslips were loaded with 10 µM Fura 2-AM (Cat. #F1201, ThermoFisher) and 0.02% Pluronic F-127 (Cat. #P3000MP, ThermoFisher) in the Recording Solution (Vazirani et al., 2013) (in mM: 121 NaCl, 4.7 KCl, 2.5 D-glucose, 5 NaHCO3, 2 CaCl2, 0.1 MgCl2, 1.2 MgSO4, 0.97 KH2PO4, 0.23 K2HPO4, 25 HEPES, Osmolarity 280 mOsm, pH 7.4) for 30 min at 34°C and washed three times with the Recording Solution. Live-cell ratiometric calcium imaging was performed using the Axio-Observer Z1 inverted microscope (Carl Zeiss Inc, Thornwood, NY) equipped with the Orca-Flash4.0 camera (Hamamatsu, Bridgewater, NJ) using Meta-Fluor software v7.8.2.0 (Molecular Devices, San Jose, CA). Fluorescent images at 340 and 380 nm excitation were obtained with 10x objective every 1 s. Exemplar ratiometric images (Figure 1A) are presented using the Meta-Fluor Intensity Modulated Display color coding. Cells were continuously perfused with the Recording Solution at a flow rate of ~5 ml/min. After obtaining baseline values at room temperature for 50 s, a cooling or a warming ramp was applied by perfusing the cells with the Recording Solution passed through the in-line Peltier heater-cooler (SC-20, Warner Instruments, Hamden, CT) connected to the Dual Channel Bipolar Temperature Controller (CL-200A, Warner Instruments). Temperature in the bath was recorded using a bead thermistor (TA-29, Warner Instruments). To produce a cooling ramp, cooled solution was delivered for 30 s, achieving the temperature of ~10°C in the bath. To produce a warming ramp, warmed solution was delivered to the bath until the temperature in the bath measured by thermistor reached 48°C. At the end of the recording, cells were perfused with high-potassium solution (‘High-K^+^’ in figures, in mM: 10 NaCl, 115.7 KCl, 2.5 D-glucose, 5 NaHCO3, 2 CaCl2, 0.1 MgCl2, 1.2 MgSO4, 0.97 KH2PO4, 0.23 K2HPO4, 25 HEPES, Osmolarity 280 mOsm, pH 7.4) to identify functionally intact neurons. In experiments with pharmacological inhibition of CNGA3, l-*cis*-diltiazem hydrochloride (sc-221802, Santa Cruz Biotechnology, Dallas, TX) was added to the recording solution at a final concentration of 50 µM from 10 mM stock prepared in water.

#### Data analysis of calcium imaging data

Fluorescent images were reprocessed offline. Regions of interest over imaged cells were created using the automated segmentation feature in the MetaFluor software and manually revised as needed. An exclusive threshold was applied to the 340nm-excitation image to exclude regions not containing cells from calculations. The average 340/380 nm excitation ratio values over each region of interest were calculated over the time course of the recording and exported to a Microsoft Excel worksheet. A custom Excel macro was applied to process the data. Only cells passing the following empirically determined quality control criteria were included in further analysis: the average baseline (defined as the first 45 s of the recording) F ratio ≤ 0.7 fluorescence ratio units, baseline standard deviation ≤ 0.05 units, the difference between the pre-High-K^+^ epoch (20 s prior to the High-K^+^ solution application) and baseline ≤ 0.5 units (ensuring the recovery of the signal after cooling or warming), the High-K^+^ response amplitude ≥0.5 units (defined as the difference between the maximal High-K^+^ and the average pre-High-K^+^fluorescence ratio value and denoting a functional response to depolarizing high potassium solution characteristic of healthy neurons). The amplitude of the response to cooling or warming for each cell passing quality control criteria was determined as the difference between the maximal fluorescent ratio value during the cooling or warming ramp (plus 10 s allowing for a delayed response) and the average baseline fluorescence ratio. A neuron was defined as cold-sensitive or warm-sensitive if the amplitude of the response to cooling or warming respectively was greater than or equal to 0.575 fluorescence ratio units. The percentage of cold- or warm-sensitive neurons was determined for each coverslip (containing ~50–300 neurons) and averaged over all coverslips within each experimental condition. Each experiment included 3–6 coverslips from 6 to 13 animals/independent neuron isolation procedures.

#### Cell collection

Following the identification of cold-sensitive POA neurons by live-cell ratiometric calcium imaging, single cold-sensitive and -insensitive neurons were separately collected and pooled for subsequent transcriptomic analysis. These experiments were conducted in RNAse-free conditions. A custom Microsoft Excel macro and a modified ImageJ plugin (https://imagej.nih.gov/ij/plugins/track/builder.html) were used to create an annotated bright-field image with neurons marked based on cold sensitivity values. Cold-sensitive neurons, defined as those in the top 7% by cold response amplitude, as well as cold-insensitive neurons, in the bottom 14%, were separately targeted for collection. An aspiration pipette was pulled from capillary glass tubing (G150F-3, Warner Instruments, Hamden, CT) using a micropipette puller (P-1000, Sutter, Novato, CA) with a tip diameter of ~20–40 µM, filled with 3 µl of the RNA Lysis Buffer (Quick-RNA Microprep Kit, Zymo, Irvine, Ca), loaded into micromanipulator, connected to a 1 ml syringe for suction application, and used to aspirate 1–10 cells from a coverslip. Collected neurons were then deposited into a 0.5 ml tube containing 10 µl of the RNA Lysis Buffer. Cell collection was repeated with each coverslip (5–6 total per one neuron isolation procedure) using a different aspiration pipette and collected cells of the same type (cold-sensitive and -insensitive) from each coverslip were pooled together in one tube. Samples were then stored at −80°C until RNA isolation. The procedure was repeated with 2–6 independent neuronal isolations and cell collection sessions until ~ 100–200 cells were collected to obtain one biological replicate, with a total of 3 biological replicates. All samples of one type within each biological replicate were then pooled together and RNA was isolated using the Quick-RNA Microprep Kit (Zymo) according to manufacturer’s instructions. RNA concentration and integrity number (RIN) were assessed by Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA). RNA concentrations were in the range of 58–211 pg/µl and RIN values were in the range of 4.0–8.9.

#### RNA sequencing

Library preparation and sequencing were carried out at the Yale Center for Genome Analysis. Sequencing libraries were prepared using the SMARTer Stranded Total RNA-Seq Kit - Pico Input Mammalian (Cat. #635005, Clontech/Takara Bio, Mountain View, CA) including rRNA depletion. Libraries were sequenced on Illumina HiSeq 2500 in the 75 bp paired-end mode according to manufacturer’s protocols with four samples pooled per lane. A total of ~ 23–31 million sequencing read pairs per sample were obtained.

The sequencing data was processed on the Yale Center for Research Computing cluster. Raw sequencing reads were filtered and trimmed to retain high-quality reads using Trimmomatic v0.36 (Bolger et al., 2014) with default parameters. Filtered high-quality reads from all samples were aligned to mouse reference genome using the STAR aligner v2.5.4b with default parameters (Dobin et al., 2013). The reference genome and the gene annotation were obtained from the Gencode project (Frankish et al., 2019) (Release M16 [GRCm38.p6]; all files accessed on 2/23/2018).

##### Reference genome

ftp://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release_M16/GRCm38.primary_assembly.genome.fa.gz;

##### Gene annotation

ftp://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release_M16/gencode.vM16.annotation.gff3.gz;

The gene annotation was filtered to include only protein-coding genes. Aligned reads were counted by featureCounts program within the Subread package v1.6.2 with default parameters (Liao et al., 2014). Read counting was performed at the gene level, i.e. the final read count for each gene included all reads mapped to all exons of this gene. 

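At the authors' threshold edgeR called 32 genes higher and 80 genes lower in cold-sensitive than in cold-insensitive neurons, with 1025 genes at an unadjusted p under 0.05. The fit and the adjustment covered only the 9583 genes that both filters of the authors leave, whereas the authors filtered on RPM after their test. Among the genes that rose, Cacna2d1, the calcium channel subunit that binds gabapentin, was at 524 ± 85.3 RPM in cold-sensitive and 195 ± 32.6 in cold-insensitive neurons (SD, n = 3 pools, adjusted p = 0.00118 from edgeR). Gabre, the epsilon subunit of the GABA-A receptor, had a log2 fold change of 1.70 (standard error 0.26, adjusted p = 0.000838 from edgeR). Among the genes that fell, the chondroitin sulfate proteoglycan Vcan was at 16.3 ± 17.1 against 146 ± 34.3 RPM (adjusted p = 0.00127 from edgeR, with 36.0 RPM in cold-sensitive replicate 3 and 5.21 and 7.69 in replicates 1 and 2, and a log2 fold change of -2.71 to -4.49 without single libraries), and Bcan, of the same family, at 3.84 ± 2.06 against 64.1 ± 7.8 (adjusted p = 0.000514 from edgeR). Above a fold change of 2 were 31 of the higher and 76 of the lower genes. When single libraries were left out, the counts were lowest without cold-insensitive replicate 2 (9 higher and 20 lower) and without cold-sensitive replicate 2 (8 higher and 27 lower). They were 16 and 40 without cold-insensitive replicate 3, 16 and 52 without cold-sensitive replicate 3, and 24 and 40 without cold-insensitive replicate 1.

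**Figure D2:**
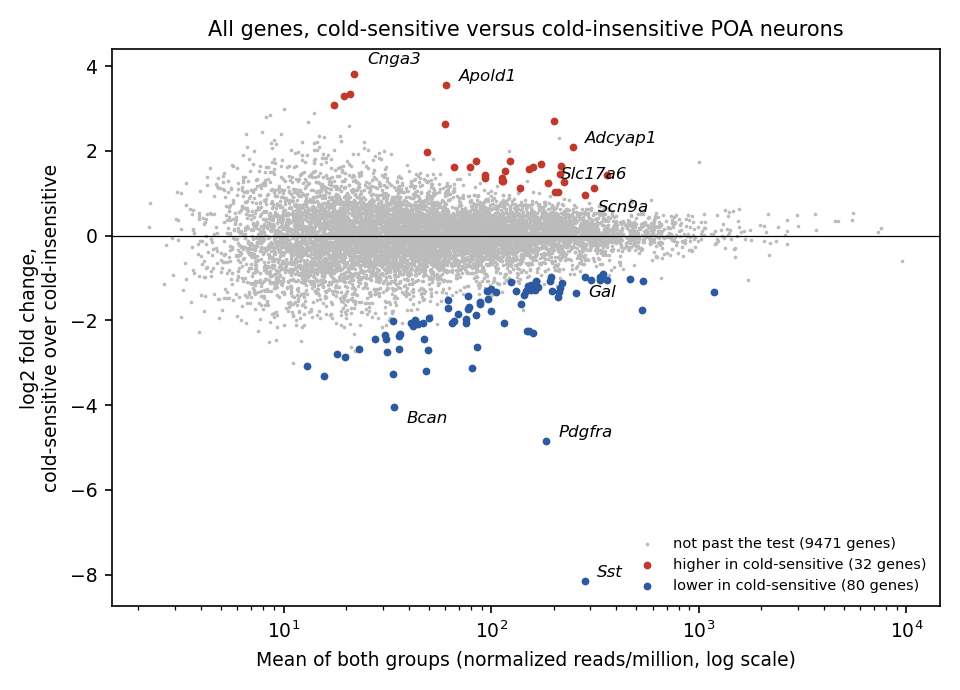
Log2 fold change of each gene against its mean over both types (RPM, log axis). Red points are the 32 genes higher and blue points the 80 genes lower in cold-sensitive neurons by edgeR, and grey points are genes that did not pass the test. Cnga3 is the highest red point, and Sst, at a log2 fold change of -8.15, the lowest blue point.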

Differential expression of genes based on read counts and fold-change between cold-sensitive and cold-insensitive neurons was determined by EdgeR v3.22.3 (Robinson et al., 2010) using the following parameters: features with zero counts in at least one sample were excluded prior to statistical analysis; statistical analysis was performed using the GLM approach and the quasi-likelihood F-test; features with less than one normalized read/million in at least one sample were excluded post statistical analysis; features were filtered to include only those with the adjusted p-value≤0.05 and sorted by the largest fold-change. Normalized read counts were obtained by normalizing raw read counts to effective library sizes of each sample and expressed as reads/million of total reads in a library. Effective library sizes were calculated by normalizing raw library sizes by RNA composition using a trimmed mean of M-values (TMM) method, as implemented in calcNormFactors function of the EdgeR package. To obtain normalized read counts for *Cnga2* and *Cngb3* (which had zero read counts in some samples), the EdgeR analysis described above was repeated without filtering out features with zero counts.

#### RNA in situ hybridization

*Cnga3* mRNA expression was detected in mouse brain by RNA in situ hybridization using the RNAscope Multiplex Fluorescent Reagent Kit v2 Assay (Cat #323100, Advanced Cell Diagnostics, Hayward, CA) according to manufacturer’s instructions. Mice were euthanized and transcardially perfused with ice-cold 4% paraformaldehyde in PBS, brain was dissected, fixed for 24 hr in 4% paraformaldehyde at 4°C on a rocker platform, dehydrated in 10, 20, and 30% sucrose solution in PBS (pH = 7.4) successively at 4°C on a rocker platform until sunk, frozen in Tissue-Tek O.C.T. compound (Cat. #62550–01, Electron Microscopy Sciences, Hatfield, PA) and stored at −80°C. Brain harvest was performed in strict RNA-se free conditions. The brain tissue block was cut on a cryostat (CM3500S, Leica Biosystems Inc, Buffalo Grove, IL) into 14 µm sections. A brain section containing the anterior commissure crossover was used as a landmark for the POA (corresponding to the anteroposterior brain coordinate of bregma +0.14 mm, according to the electronic brain atlas (http://labs.gaidi.ca/mouse-brain-atlas/) based on Paxinos and Franklin (2001), and the sections covering the next distal 600 µm were collected for processing. Representative sections shown in Figure 2 correspond to the approximate AP coordinate of bregma −0.2 mm. Brain sections were mounted on glass slides (SuperFrost Plus, Cat. #12-550-15, Fisher Scientific, Pittsburgh, PA), air dried for 1 hr at room temperature (RT), washed with PBS, baked at 60°C for 30 min, post-fixed in 4% paraformaldehyde for 90 min at RT, dehydrated by successive incubation in 50, 70, and 100% (twice) ethanol for 5 min at RT, and air dried for 5 min. Sections were then processed and hybridized to RNA probes according to the RNAscope kit instructions. For *Cnga3* detection, sections were incubated with the RNAScope *mCnga3* (in C1 channel) or 3-plex Negative Control probe against the bacterial dapB gene (Cat. #406131 and #320871 respectively, Advanced Cell Diagnostics), followed by incubation in TSA Plus Cyanine 5 detection reagent (Cat. #NEL745E001KT, PerkinElmer, Waltham, MA). Brain sections were counterstained with DAPI. Processed brain sections were imaged on a Zeiss 700 confocal microscope (Carl Zeiss Inc, Thornwood, NY) using 405 nm (DAPI) and 633 nm (Cy5) laser lines and 63X oil objective. Z-stacks containing 6 images at 1 µm Z-step were collected and maximal intensity projection images were constructed. Images presented in Figure 1G are representative of 8 fields-of-view from 4 sections from two independent procedures.

#### Plasmids

Mouse *Cnga2* (NCBI accession number: NM_007724.3) and *Cngb1* (NCBI accession number: NM_001195413.1) in pcDNA3.1+/C-(K)DYK vector were obtained from a commercial source (CloneID: OMu19184 and OMu17438 respectively, GenScript, Piscataway, NJ) and subcloned into the pMO vector.

#### *Cnga3* gene cloning

Mouse and ground squirrel orthologues of the *Cnga3* gene were cloned from the POA of respective species using standard techniques and the following primers: Mouse forward 5’- GAGATGGCAAAGGTGAACAC −3’; reverse 5’- GAGGCAGAGCCACCTGCATT −3’; Ground squirrel: forward 5’- GGACTGAATGCAACAAGCAAG −3’; reverse 5’- CCACGGAGCAGCTCATTTTC −3’. ORFs were then subcloned into the pMO vector for expression in HEK cells and *Xenopus* oocytes. All constructs were verified by full-length sequencing. The nucleotide and protein sequences of the cloned transcripts were deposited to GenBank under the accession numbers: MN381859 (mouse *Cnga3*), MN381860 (ground squirrel *Cnga3*). The protein sequences are shown below.

#### Mouse CNGA3

Our cloned variant (630 amino acids) is identical to the NCBI reference sequence XP_017169237 (630 amino acids).

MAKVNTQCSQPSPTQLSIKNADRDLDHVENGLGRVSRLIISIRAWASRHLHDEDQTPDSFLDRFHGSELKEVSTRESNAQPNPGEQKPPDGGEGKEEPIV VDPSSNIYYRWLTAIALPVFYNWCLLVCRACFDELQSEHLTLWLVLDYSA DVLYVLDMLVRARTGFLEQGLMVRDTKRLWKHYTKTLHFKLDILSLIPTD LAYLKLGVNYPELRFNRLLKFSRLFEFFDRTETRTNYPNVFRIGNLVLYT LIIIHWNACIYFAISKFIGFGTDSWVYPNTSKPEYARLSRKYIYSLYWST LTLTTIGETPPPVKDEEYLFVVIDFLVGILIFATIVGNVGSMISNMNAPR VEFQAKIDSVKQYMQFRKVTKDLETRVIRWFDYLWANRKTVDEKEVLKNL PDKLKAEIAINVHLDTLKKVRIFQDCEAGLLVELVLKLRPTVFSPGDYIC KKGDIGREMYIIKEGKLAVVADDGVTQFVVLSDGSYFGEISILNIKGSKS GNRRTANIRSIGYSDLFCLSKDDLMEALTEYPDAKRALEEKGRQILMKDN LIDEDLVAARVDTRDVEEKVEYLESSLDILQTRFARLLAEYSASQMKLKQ

#### Thirteen-lined ground squirrel CNGA3

Our cloned variant (672 amino acids) differs from the NCBI reference sequence (XP_005339657, 711 amino acids) by lacking a region between positions 132–170, and having one substitution, glutamic acid to arginine in position 171.

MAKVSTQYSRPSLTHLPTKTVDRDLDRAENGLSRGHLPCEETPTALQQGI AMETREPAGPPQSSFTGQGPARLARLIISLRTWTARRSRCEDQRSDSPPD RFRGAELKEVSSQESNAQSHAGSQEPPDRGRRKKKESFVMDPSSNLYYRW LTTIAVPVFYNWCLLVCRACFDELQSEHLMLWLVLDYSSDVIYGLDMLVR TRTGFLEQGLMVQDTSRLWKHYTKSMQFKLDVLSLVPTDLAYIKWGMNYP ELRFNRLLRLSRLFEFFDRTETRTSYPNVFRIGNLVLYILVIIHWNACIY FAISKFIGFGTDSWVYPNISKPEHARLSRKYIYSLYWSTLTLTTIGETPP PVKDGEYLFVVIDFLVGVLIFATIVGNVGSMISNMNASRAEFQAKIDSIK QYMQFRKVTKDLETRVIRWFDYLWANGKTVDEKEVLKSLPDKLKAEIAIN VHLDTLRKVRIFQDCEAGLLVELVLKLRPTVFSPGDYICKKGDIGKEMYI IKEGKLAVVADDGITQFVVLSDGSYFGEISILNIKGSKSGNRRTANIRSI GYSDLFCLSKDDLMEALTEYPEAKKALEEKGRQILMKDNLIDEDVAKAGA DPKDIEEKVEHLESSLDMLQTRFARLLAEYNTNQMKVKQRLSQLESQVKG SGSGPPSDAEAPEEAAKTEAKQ

#### Two-electrode voltage clamp electrophysiology in oocytes

Two-electrode voltage clamp electrophysiology was performed on defolliculated stage V-VI *Xenopus laevis* oocytes microinjected with 0.5–6.0 ng cRNA encoding CNGA3, CNGA2 or CNGB1 synthesized by in vitro transcription from linearized plasmids using the mMessage mMachine kit (Cat. #AM1344, ThermoFisher). Oocytes were cultured in ND96 media (in mM): 96 NaCl, 2 KCl, 2 MgCl_2_, 1.8 CaCl_2_, 10 HEPES, pH 7.4 with NaOH) for 24–72 hr prior to recordings. Whole-cell recordings were performed using borosilicate glass microelectrodes (0.5–2.5 MΩ resistance) filled with 3M KCl, under continuous perfusion with ND96 without calcium to avoid contamination with endogenous calcium-activated chloride current (ND96 without Ca^2+^, in mM: 96 NaCl, 2 KCl, 2 MgCl_2_, 10 HEPES, pH 7.4 with NaOH), using the OC-725 amplifier (Warner Instruments) and pClamp 10.3 software suite (Molecular Devices). Currents were evoked by a 2 s voltage ramp from −120 mV to 60 mV from a holding potential of −80 mV, filtered at 1 kHz and sampled at 5 kHz using the Digidata 1440A digitizer (Molecular Devices). Alternatively, currents were recorded using a gap-free protocol at −80 mV, lowpass-filtered at 1 kHz and sampled at 2 kHz. For gap-free recordings, oocytes were injected with higher amount of cRNA and/or incubated longer than for voltage ramp recordings to achieve high current amplitude. To deliver cGMP into oocytes, cells were microinjected with 50 µl of 20 µM or 5 mM cGMP 90 s prior to recording to achieve, respectively, 1 µM or 250 µM final intracellular concentration, assuming the average oocyte volume at 1 µl. Unless indicated otherwise, recordings were started 1.5–2 min post-injection to allow cGMP to diffuse inside the oocyte. Temperature of the extracellular solution was controlled using the SC-20 in-line heater-cooler and CL-100 temperature controller (Warner Instruments) and monitored using a thermistor placed adjacent to the oocyte.

#### Patch-clamp electrophysiology in HEK293T cells

Electrophysiological recordings were performed in HEK293T cells with genomic deletion of *PIEZO1* , a kind gift by Ardem Patapoutian (Scripps Research Institute), were tested negative for mycoplasma and authenticated by PCR and short-tandem-repeat analysis (Lukacs et al., 2015). Cells were cultured in DMEM+ media (DMEM with 10% FBS, 1% Penicillin/Streptomycin, and 2 mM glutamine) using standard procedures, transfected with 2–5 µg pMO vector-based plasmids encoding mouse or squirrel CNGA3 together with 0.1–0.25 µg pcDNA3.1-eGFP plasmids using the Lipofectamine 3000 reagent (Thermo) in Opti-MEM (Gibco), plated onto coverslips coated with Matrigel (BD Bioscience) and recorded within 24–48 hr after transfection. Whole-cell recordings were performed in extracellular solution (in mM: 140 NaCl, 5 KCl, 2.5 CaCl_2_, 1 MgCl_2_, 10 glucose, 10 HEPES, pH 7.2 with NaOH) using 1–3 MΩ resistance electrodes filled with intracellular solution (in mM: 150 KCl, 3 MgCl2, 5 EGTA, 10 HEPES, pH 7.2 with KOH, supplemented or not with 2 µM or 100 µM cGMP) using the Axopatch 200B amplifier and pClamp 10.3 software suite (Molecular Devices). Currents were evoked by a 1 s voltage ramp from −100 mV to 100 mV, from a holding potential of −60 mV, filtered at 2 kHz and sampled at 5 kHz using the Digidata 1440A digitizer (Molecular Devices). Inside-out patch recordings were performed using 0.8–1.5 MΩ resistance electrodes filled with Na-EDTA solution (in mM: 130 NaCl, 0.2 EGTA, 5 HEPES, pH 7.2 with NaOH). The ‘intracellular’ bath solution contained Na-EDTA supplemented with cGMP. Currents were elicited by two 400 ms voltage steps to +80 mV and −80 mV from a holding potential of 0 mV, filtered at 1 kHz and sampled at 5 kHz. Concentration-dependence curves for CNGA3 current were obtained by fitting experimental data to the modified Hill equation: I = I_min_+(I_max_-I_min_)/(1+(EC_50_/[cGMP])^*H*), where I is the baseline-subtracted CNGA3 current measured at a specified cGMP concentration ([cGMP]), I_min_ and I_max_ are minimal and maximal projected current values, EC_50_ is the half-maximal effective concentration of cGMP, and *H* is the Hill coefficient (slope). Temperature of the solution was controlled using the SC-20 in-line heater-cooler and CL-100 temperature controller (Warner Instruments) and monitored using a thermistor placed in the recording chamber.

#### Statistical analysis

Statistical analyses were performed in GraphPad Prism v8.2.0 (GraphPad Software, San Diego, CA) and R v3.5.1. Data were tested for normality using the Kolmogorov-Smirnov or Shapiro-Wilk test. Welch’s t-test and 1-way ANOVA followed by Dunnett’s pairwise multiple comparison test were used for normally distributed data, and Mann-Whitney test was used for non-normally distributed data. Statistical analysis of the RNA sequencing data was performed by the built-in statistical tools of the EdgeR package as described in the respective section. Tests used for individual experiments and sample sizes are reported in the Results section and in figure legends. Data in the text and graphs were reported as mean ± SEM. The p-values associated with statistical tests were reported as ‘ns’ (p>0.05), ‘*’ (p<0.05), ‘**’ (p<0.01), and ‘***’ (p<0.001). The differences were considered statistically significant at p<0.05.

## Data Availability

The RNA sequencing data was deposited to the Gene Expression Omnibus, accession number: GSE136396. The nucleotide and protein sequences of the cloned mouse and ground squirrel CNGA3 orthologues were deposited to GenBank under the accession numbers: MN381859 (mouse Cnga3), MN381860 (ground squirrel Cnga3). The following datasets were generated: FeketaVBagriantsevSGrachevaE2020RNAseq of cold-sensitive and cold-insensitive neurons from the preoptic area of hypothalamus of miceNCBI Gene Expression OmnibusGSE136396 FeketaVVNikolaevYAMerrimanDKBagriantsevSNGrachevaEO2020Mus musculus strain C57BL/6J cyclic nucleotide-gated channel subunit alpha 3 (Cnga3) mRNA, complete cdsNCBI GenBankMN381859 FeketaVVNikolaevYAMerrimanDKBagriantsevSNGrachevaEO2020Ictidomys tridecemlineatus cyclic nucleotide-gated channel subunit alpha 3 (Cnga3) mRNA, complete cdsNCBI GenBankMN381860

## Additional files

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

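RNA of pooled preoptic area neurons of mice was measured in 6 libraries, 3 of cold-sensitive and 3 of cold-insensitive neurons, each from a separate pool. The labels and the paper's methods gave each library's type and replicate number, and every column of per-sample values in the deposited table was matched to a library.

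The authors trimmed the reads with Trimmomatic 0.36, aligned them with STAR 2.5.4b to GRCm38 and counted reads per protein-coding gene with featureCounts of Subread 1.6.2 at default parameters. The versions are those of the methods and of the submitters' processing notes. The deposited table holds the authors' raw counts per gene and library. It also holds the authors' normalized signal, the counts scaled by the effective library size (RPM), with its mean per type. Further columns hold the authors' fold change, as a ratio with its direction, and a p-value per gene from edgeR 3.22.3. The deposited p-values are not marked as adjusted or unadjusted in the table, and were used only as an alternative, adjusted here over the genes in the table. So adjusted, those of Cnga3 and Cngb1 became 0.0126 and 0.774, near the adjusted p of 0.00746 and 0.732 from edgeR here. The deposited values thus read as unadjusted. The table contains no gene with a count of 0 or under 1 RPM in any library. Its lowest normalized value is 1.01 and its lowest count is 4. The authors' 2 filters on low genes had therefore been applied to it and remove 0 further genes. The authors applied the filter on RPM after their test, so their fit may have covered more genes than the one here.

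The raw counts were analysed in R 4.3.3 with edgeR 4.0.16, by TMM scaling, estimateDisp, glmQLFit in its legacy form and glmQLFTest, with the type of neuron as the only term, since the paper's methods name no other. By the methods, both types were gathered from the same coverslips and pooled by type within each biological replicate, so the replicate numbers were taken to pair the libraries of the types, and a fit with the replicate as a block was made beside it. The deviations of libraries with the same number from the means of their types correlated at 0.0436 to 0.0546 across genes. This is under 0.1, the correlation above which numbers were to count as pairs, so the pairing rests on the methods alone. Of the libraries, 6 of 6 correlated best with their own number. Deviations cancel out within a type, so these matches depend on each other. Genes were called at an adjusted p of at most 0.05 (Benjamini-Hochberg over 9583 genes). The standard error of a log2 fold change is its size divided by the square root of the F statistic. Fold changes used a prior count of 0.125. The common biological coefficient of variation was 42.2%. Values per library are given in the same unit. Single genes were also compared by a two-sided exact permutation test, which cannot go under p = 0.1 with 3 libraries against 3. This test went over all splits of the libraries and ignored the pairing. Exchanges within pairs alone are fewer, so the smallest p they allow is larger. Gene coordinates and overlaps of exons came from the GENCODE mouse release 21 annotation of GRCm38, in which 9489 of the 9583 genes were matched by symbol. The exons of 1657 genes overlap a protein-coding gene of the opposite strand, and those of 344 genes another of the same strand.

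The named genes are those of the cyclic nucleotide-gated channels, the 12 called genes with the largest fold change in each direction, at most 4 called members and the 2 most abundant members of each list, and the genes with the largest share of counts in a library. A gene named outside this rule is marked as chosen after its values were seen. There were 28 lists of channel, signalling, transmitter, cell type and stress genes, of which 16 had at least 5 members in the table. These were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with adjustment over the lists. None of the 4 lists that passed did so with an estimated correlation, and with fry 2 lists passed.

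On counts simulated for this comparison, with 200 of the 9583 genes changed, edgeR recovered 20% of the genes changed by 2-fold, 64% of those changed by 4-fold, 98% of those changed by 8-fold and 100% of those changed by 16-fold. It called 146 genes, of which 5 had not been changed, and 0 genes when none was changed. At this depth changes of about 2-fold can thus be missed.

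Alternatives covered the scaling, the filters, the tool (DESeq2 1.42.0, limma and other edgeR tests), the dispersion, the replicate number as a block, single libraries left out, the fold change and the list tests. Others were added after the data had been seen. Floors for a count of 0 rest on 3 counts and, like all intervals here, cover counting error only, as the reads carry no molecular identifiers in the sources used here. Cnga2 and Cngb3, for which the plan foresaw a fit without the filter on zero counts, were not analysed here from counts.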

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

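The test of Gad1, Gad2 and Slc32a1 and the settings that thin the counts or remove a trend with GC content and length were chosen only after the result was seen. Sst, Pdgfra, Bcan, Sox4, Vcan and the genes of the last paragraph are outside those the paper discusses, with pools that do not overlap between types and a log2 fold change of at least 3 in size, and the other genes named belong to the same patterns.

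Among the genes that fell in cold-sensitive neurons, 12 were picked as genes of oligodendrocyte precursor cells after their values were seen, among them Pdgfra (log2 fold change -4.85), Bcan (-4.03), Sox4 (-3.25, a call lost without cold-insensitive replicate 2 at adjusted p = 0.0571 from edgeR) and Vcan (-3.11, from -2.57 without replicate 1 to -4.67 without replicate 3 in both groups), with a median of -2.61 over the 12, while of the list of such genes set earlier Pdgfra fell and C1ql1 had 0.95. After removing the trend with GC content and length the median stayed at -2.41 (also -2.41 with the replicate block), which argues against that trend as the whole cause. More precursor cells or their RNA in the cold-insensitive pools remains a candidate explanation: of 24 other genes of these cells, 11 were in the table, 11 of 11 were lower, 1 of them past the test, and their median of -0.68 lay at percentile 0.03 of 10000 random lists matched on expression. Of these 11 genes Sox6 is also in the list for Sst neurons, and Pdgfra stood at 337 to 366 RPM in the cold-insensitive pools. The percentiles given here and below treat genes as independent, whereas genes of a cell type can move together. They do not measure the spread among the pools of a type. The authors' imaging analysis kept only cells that responded to high potassium, but whether this left precursor cells out of the pools was not tested. Expression of the precursor genes by a type of neuron that does not respond to cold is a biological alternative that was not tested.

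Sst had a log2 fold change of -8.15 and fell together with Gal, while Slc17a6, Nrn1 and Adcyap1 rose. After thinning to the smallest library 5 of these 5 genes passed, with or without the replicate block, which argues against depth, but Gal did not pass after removing the trend with GC content and length (adjusted p = 0.126 and, with the block, log2 fold change -0.90 and adjusted p = 0.101 from edgeR). A smaller share of GABAergic neurons stays open for part of the pattern, as 11 measured of 18 further genes of these neurons, 8 lower and 3 higher, had a median of -0.92 at percentile 0.02 of the random lists, although the list of GABAergic genes set earlier had a median of -0.13 with 3 of 8 higher (camera adjusted p = 0.163), but not for Sst, since Gad1, Gad2 and Slc32a1 had a median of -0.39. Loss of a class of Sst neurons from the cold-sensitive pools, which would be biological, stays open. Of 16 further genes listed as shared by many Sst neurons 12 were measured, with a median of -0.74 at percentile 0.05 and 9 of 12 lower. Whether these genes mark the Sst neurons of the preoptic area was not tested, so the list cannot decide on that class. Of the 12, 2 (Lhx6 and Nxph1) are in the GABAergic list too. The percentiles of these lists also treat genes as independent and do not measure the spread among pools. The calls of Gal and Slc17a6 were lost without single libraries, Gal without cold-insensitive replicate 1 (adjusted p = 0.379), cold-sensitive replicate 2 (adjusted p = 0.165) or 3 (adjusted p = 0.0994), and Slc17a6 without cold-insensitive replicate 1 (adjusted p = 0.121) or 2 (adjusted p = 0.133) or cold-sensitive replicate 2 (adjusted p = 0.0993) or 3 (adjusted p = 0.095), all from edgeR.

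The number of genes called between the types was 112. In 5 tables thinned to the smallest library the median share called again was 90.2% (82.1% to 98.2%), and with the replicate block, which called 154 genes, 98.7% (84.4% to 99.4%), which argues against depth. After removing the trend with GC content and length, 90 genes were called and 72.3% of the 112 were called again, while 100% kept their sign and the medians went from 1.6 to 1.51 for the higher and from -1.74 to -1.67 for the lower genes, so calls ended with little change in fold, and that part of the number cannot be told apart from the trend (with the block 74.7% were called again). Of 10 splits of the 6 libraries into 3 and 3, only 1, the real split, called as many genes, and the highest other split called 7, but 10 splits are too few for a share under 0.05. Of the splits, 4 part all 3 pairs of libraries, and the highest of these other than the real one called 0 genes, while the 6 others, which leave pairs together, called up to 7.

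Apold1 had a log2 fold change of 3.56. Zfp975 had one of 3.34, and its call was lost without cold-insensitive replicate 1 (adjusted p = 0.111) or 2 (adjusted p = 0.155) and without cold-sensitive replicate 1 (adjusted p = 0.0726) or 3 (adjusted p = 0.0682), from edgeR. Gm45194, whose exons overlap those of Tex16 and 4933403O08Rik on the same strand so that its counts are uncertain, had one of 3.29, and its call was lost without cold-insensitive replicate 1 (adjusted p = 0.118), 2 (adjusted p = 0.0561) or 3 (adjusted p = 0.0921) and without cold-sensitive replicate 2 (adjusted p = 0.152) or 3 (adjusted p = 0.0818), from edgeR. Ebf3 had one of 3.09, and its call was lost without cold-insensitive replicate 1 (adjusted p = 0.135), 2 (adjusted p = 0.127) or 3 (adjusted p = 0.158) and without cold-sensitive replicate 2 (adjusted p = 0.0675) or 3 (adjusted p = 0.27), from edgeR, with limma at a pseudocount of 0.5 (adjusted p = 0.0536), the authors' deposited p-values (adjusted p = 0.0671) and the replicate block (adjusted p = 0.0728). Tgfbr1 had a log2 fold change of -3.30, and its call was lost without cold-insensitive replicate 1 (adjusted p = 0.117), 2 (adjusted p = 0.1) or 3 (adjusted p = 0.0631) and without cold-sensitive replicate 1 (adjusted p = 0.0656) or 2 (adjusted p = 0.11), from edgeR. Cd9 had one of -3.06, and its call was lost without each library in turn (adjusted p from 0.0852 without cold-sensitive replicate 3 to 0.173 without cold-insensitive replicate 2, from edgeR) and with the authors' deposited p-values (adjusted p = 0.0807).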

How the results depend on the processing

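The settings with the authors' effective library sizes, the authors' deposited p-values, GC content and length offsets, thinned counts, these last settings with the replicate block, and the neuropeptides without Sst were chosen after seeing the data. Cnga3 kept its direction in all 27 alternatives and passed in 24, with DESeq2, limma and every scaling among them. Its log2 fold change was 3.36 to 4.13 without single libraries (passing without 4 of 6) and 2.95 without replicate 2 in both groups (adjusted p = 0.361), where fewer libraries are tested. Its rank was 1 to 3 without single libraries where it was called, 3 with limma at a pseudocount of 1 and 2 at 0.5, where the cause was not tested. The log2 fold change of Cngb1 was 0.06 to 1.32 over all alternatives and passed in none. The numbers of genes higher in cold-sensitive neurons and of genes lower in cold-sensitive neurons were 81 and 150 with DESeq2's Wald test, 55 and 124 with edgeR's likelihood ratio test, 54 and 123 with the quasi-likelihood fit of edgeR version 4, 25 and 48 with the authors' deposited p-values, 8 to 29 and 20 to 63 without single libraries, 1 and 7 without replicate 2 in both groups, 10 and 21 without replicate 3 in both groups, and 44 and 76 without replicate 1 in both groups. The cause was not tested. Without replicate 2 in both groups Sst, Pdgfra and Apold1 were the only called genes named in the text that still passed. DESeq2 left 376 genes without an adjusted p and called 30 of the 32 higher and 80 of the 80 lower genes again. Of the genes on the cold sensor list, 2 were called higher with DESeq2, 0 with the authors' deposited p-values and 0 to 1 without single libraries. Without replicate 2 or replicate 3 in both groups the number was 0. Of the lists, 4 passed with camera, 1 with limma at either pseudocount, 2 with fry, 0 with an estimated correlation and 2 without replicate 2 in both groups. The share of higher genes among the calls was 28.6%, 22.9% to 37.5% without single libraries, 36.7% with offsets and 12.5% without replicate 2 in both groups, and no scaling moved the median of all genes by over 0.1. With the replicate block that pairs the libraries 40 genes were higher and 114 lower, against 32 and 80, 29 and 75 of them shared, and 5 lists passed. Beyond the calls given beside the results concerned, the block changed no other call of a gene whose test is given in the text. With offsets too Gal, Cd9 (adjusted p = 0.0521 from edgeR) and Ebf3 (adjusted p = 0.0724) did not pass, and with thinned counts too Pde1c (adjusted p = 0.0627) and Ebf3 (adjusted p = 0.0516). The filter on zero counts, the filters on low counts and on 1 RPM and the library totals over all genes change nothing in a table that had been filtered already, and give no value. The alternatives for tables without counts were not run.

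The cause of changed directions was not tested, and none of the genes concerned passed in any setting. Atf4 had 0.0093 with median-of-ratios size factors, 0.0050 with upper quartile scaling, 0.0093 with DESeq2, 0.033 with limma at a pseudocount of 1 and 0.0331 at 0.5, 0.0351 with the replicate block (0.14 with offsets too, 0.0301 with thinned counts too), 0.11 with offsets, 0.32 without replicate 2 in both groups and -0.15 to 0.25 without single libraries. Aldoc had -0.0215 with library size only, -0.0030 and -0.0032 with limma, -0.0028 with the replicate block (-0.0753 with thinned counts too), -0.0809 with thinned counts, -0.27 without replicate 3 in both groups and -0.18 to 0.15 without single libraries. Without replicate 1 in both groups Gad2 had 0.0232, Kcnk10 0.12 and Slc1a2 0.20, without replicate 2 in both groups Map2 had -0.0364 and Rgs9 -0.0323, and without replicate 3 in both groups mt-Co1 had -0.0032, Trpm3 -0.68 and Trpm7 -0.0231. With offsets mt-Co1 had -0.12, mt-Nd5 -0.15, Trpm7 -0.0373 and Cacna1e 0.0505, and with the block too -0.12, -0.21, -0.0082 and 0.0457. Without single libraries Gad2 ran from -0.40 to 0.11, Kcnk10 from -0.39 to 0.11, Slc1a2 from -1.08 to 0.15, Map2 from -0.0575 to 0.37, mt-Co1 from -0.14 to 0.39, mt-Nd5 from -0.14 to 0.45, Trpm3 from -0.40 to 0.86, Trpm7 from -0.11 to 0.23, Hsp90aa1 from -0.0120 to 0.39 and Nes from -0.13 to 1.15. Of all other comparisons of single genes, list counts and list tests with their main value, 2854 were classed as kept. A further 214 no longer passed, 31 newly passed and 139 counts moved. Kept means the same direction and side of the threshold, or a count equal or near to its main value. Lists with 0 genes in the table, such as microglia, could not move and are among the 2854, so this tally does not measure robustness.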

Differences from the paper's values

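No value of the paper differs from the value found here with the main setting by the criteria used. The ratio of Cnga3 is 14.1 here and the paper's is 14. The mean of Cnga3 is 41.0 RPM in cold-sensitive and 2.89 in cold-insensitive neurons, and the paper's source data give 40.8 and 2.88. The mean of Cngb1 is 23.1 and 12.5, and the paper's source data give 23.0 and 12.5. Of the alternatives set in advance, the ratio of Cnga3 was 7.74 without replicate 2 of both types, and the cold-sensitive mean of Cngb1 was 13.1 without cold-sensitive replicate 1 and 13.0 without replicate 1 of both types. With the other alternatives these values stayed within the criteria.

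Of 9 measured genes listed as cold sensors, 8 did not pass the test and 1, Scn9a, was higher in cold-sensitive neurons with an adjusted p of 0.0445 from edgeR. The paper reports that its analysis showed no enrichment of other known cold sensors, and its text names no list. The list used here was made for this re-analysis and includes voltage-gated channels such as Scn9a. Whether the paper counts Scn9a as a known cold sensor is not stated, so its call does not contradict the paper. With the p-values of the authors' deposited table, adjusted over its genes, 0 of the 9 passed (Scn9a adjusted p = 0.0601), a setting chosen after seeing the data, which calls 73 genes, all of them among the 112 called here. The unadjusted p of Cnga3 found here, 2.18e-05 from edgeR, lies under the level given in the legend of Fig. 2B and the adjusted p of 0.00746 does not, and the legend does not say which is meant. The deposited p of Cnga3 from the authors' edgeR, 3.81e-05, also lies under that level.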

Other observations

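The tests of lists as a whole given below were chosen before the result was seen, and genes named outside the rule for named genes are marked as chosen afterwards.

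Of 37 listed symbols of genes of cGMP synthesis, breakdown and signalling, among them older and newer names of the same genes, 15 were in the table. Of these 1 fell and 14 did not pass the test, and 6 were lower when adjusted over the list alone, with a median log2 fold change of -0.18 and 6 of 15 higher. By DESeq2, edgeR's likelihood ratio test and its newer quasi-likelihood fit 3 were lower, by limma and with the replicate block 2, and with median-of-ratios scaling, thinned counts or the authors' deposited p-values 0. The gene that fell was Pde1c, a calmodulin-dependent phosphodiesterase, with a log2 fold change of -1.23 (standard error 0.31, adjusted p = 0.0478 from edgeR). Pde1a, of the same family, had a log2 fold change of -1.76 (adjusted p = 0.0813 from edgeR's quasi-likelihood test, 0.0289 from its likelihood ratio test, 0.0131 from its newer quasi-likelihood fit, 0.65 with robust dispersion, 0.425 from DESeq2, 0.0214 and 0.0269 from limma, and 0.000556 with the replicate block, where its log2 fold change was -2.22). Of the other 4, chosen after their values were seen, Nos1, the neuronal nitric oxide synthase, had a log2 fold change of -1.24, the cGMP-dependent kinase genes Prkg1 and Prkg2 -1.52 and -1.62, and the phosphodiesterase gene Pde3a -1.91. The list passed with camera (adjusted p = 0.00386) and with fry (adjusted p = 0.0242), but not with an estimated correlation (adjusted p = 0.178). Without cold-insensitive replicate 2 (adjusted p = 0.201 from edgeR) or 3 (adjusted p = 0.324), and without cold-sensitive replicate 1 (adjusted p = 0.0696), 2 (adjusted p = 0.0556) or 3 (adjusted p = 0.225), the call of Pde1c was lost, as it was with median-of-ratios scaling (log2 fold change -1.21, adjusted p = 0.0502), thinned counts (adjusted p = 0.051, and 0.0627 with the replicate block) and the authors' deposited p-values (adjusted p = 0.0671).

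Among activity-induced genes, 2 of the 21 in the table fell and 0 rose by edgeR's quasi-likelihood test (2 higher and 5 lower when adjusted over the list alone, as at an unadjusted p under 0.05). The paper's imaging methods applied a depolarizing high-potassium solution after cooling and before neurons of both types were collected. A response to cooling thus cannot be told apart here from one to potassium. By DESeq2 and by edgeR's likelihood ratio test 1 was higher and 3 were lower, by limma and with robust dispersion 1 and 2, by edgeR's newer quasi-likelihood fit 2 and 2, and with the replicate block 2 and 3, where Fosl2, named after its values were seen, passed too (log2 fold change -1.27, adjusted p = 0.0096). Nr4a1, an orphan nuclear receptor, was at 17.2 ± 3.4 RPM in cold-sensitive and 69.1 ± 4.17 in cold-insensitive neurons (adjusted p = 0.0271 from edgeR), and Fosb had a log2 fold change of -1.03 (standard error 0.24, adjusted p = 0.0341 from edgeR). In the other direction lay Egr1, with 753 ± 185 against 421 ± 87.6 RPM (SD, n = 3 pools, adjusted p = 0.07 from edgeR's quasi-likelihood test, 0.0533 from its likelihood ratio test, 0.0348 from its newer quasi-likelihood fit, 0.0474 with robust dispersion, 0.0245 from DESeq2, 0.062 and 0.0657 from limma and 0.0174 with the replicate block), and Bdnf, with 354 ± 149 against 71.3 ± 74.9 (adjusted p = 0.0724 from edgeR's quasi-likelihood test, 0.0255 from its likelihood ratio test, 0.000275 from its newer quasi-likelihood fit, 0.687 with robust dispersion, 0.475 from DESeq2, 0.0172 and 0.0241 from limma and 0.000556 with the replicate block). The list did not pass with camera (adjusted p = 0.0563) and passed with fry (adjusted p = 0.0363). The call of Nr4a1 was lost without cold-insensitive replicate 1 (adjusted p = 0.111), 2 (adjusted p = 0.133) or 3 (adjusted p = 0.0711) and cold-sensitive replicate 2 (adjusted p = 0.103) or 3 (adjusted p = 0.0565), and that of Fosb without cold-insensitive replicate 1 (adjusted p = 0.117), 2 (adjusted p = 0.2) or 3 (adjusted p = 0.0501) and cold-sensitive replicate 2 (adjusted p = 0.116) or 3 (adjusted p = 0.171), all from edgeR.

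Other channel lists gave few or no calls. The 4 HCN channel genes were all measured, and 0 passed edgeR, DESeq2 or limma, with 0 at an unadjusted p under 0.05. The same counts of 0 held for the 3 measured of 9 warm sensors and the 6 measured of 14 tandem-pore potassium channel genes. Of 16 voltage-gated calcium channel genes 15 were measured and only Cacna2d1 rose (1 higher when adjusted over the list alone, camera adjusted p = 0.58, median log2 fold change -0.13 where the test's direction is upward). Of 11 genes of preoptic thermoregulatory neurons 6 were measured and Adcyap1 rose (2 higher and 2 lower when adjusted over the list alone, 0 higher and 1 lower by DESeq2, 2 higher and 1 lower by edgeR's likelihood ratio test and its newer quasi-likelihood fit, 0 higher with robust dispersion, and 2 higher by limma and with the replicate block, where Bdnf is the other). Of 26 genes of photoreceptors 4 were measured and Cnga3 rose (1 higher when adjusted over the list alone). Of 14 measured heat and cold shock genes and 8 measured genes of the stress response 0 passed edgeR or DESeq2, with 1 higher in each at an unadjusted p under 0.05. Of 8 genes of ependymal cells and tanycytes 3 were measured and Vim fell (1 lower when adjusted over the list alone), with a log2 fold change of -1.17 and an adjusted p of 0.0484 from edgeR that was lost without each library in turn, at 0.07 to 0.198, with median-of-ratios scaling, at 0.0502, with thinned counts, at 0.0565, and with the authors' deposited p-values, at 0.0671.

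The 77 genes of cytosolic ribosomal proteins had a median log2 fold change of -0.18 and were lower as a list by camera (adjusted p = 0.00386), but not with an estimated correlation (adjusted p = 0.715) nor without cold-sensitive replicate 2 (adjusted p = 0.393). By edgeR 0 of the 77 passed, 10 were lower at an unadjusted p under 0.05, and 1 was lower by DESeq2. Of 13 mitochondrial messenger RNAs 9 were measured, 0 passed edgeR or DESeq2 and 1 was higher at an unadjusted p under 0.05. The log2 fold change was above 0 in 9 of 9, with a median of 0.38, and the list did not pass camera (adjusted p = 0.051, and 0.715 with an estimated correlation) but passed with the replicate block (adjusted p = 0.00293).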
